# The Biofilm Inhibitor Carolacton Enters Gram-Negative Cells: Studies Using a TolC-Deficient Strain of Escherichia coli

**DOI:** 10.1128/mSphereDirect.00375-17

**Published:** 2017-09-27

**Authors:** Jannik Donner, Michael Reck, Boyke Bunk, Michael Jarek, Constantin Benjamin App, Jan P. Meier-Kolthoff, Jörg Overmann, Rolf Müller, Andreas Kirschning, Irene Wagner-Döbler

**Keywords:** Gram-negative bacteria, antimicrobial activity, antimicrobial agents, carolacton, drug efflux, drug resistance mechanisms, efflux pumps, gene sequencing, genome analysis

## Abstract

The myxobacterial secondary metabolite carolacton inhibits growth of Streptococcus pneumoniae and kills biofilm cells of the caries- and endocarditis-associated pathogen Streptococcus mutans at nanomolar concentrations. Here, we studied the response to carolacton of an Escherichia coli strain that lacked the outer membrane protein TolC. Whole-genome sequencing of the laboratory E. coli strain TolC revealed the integration of an insertion element, IS*5*, at the *tolC* locus and a close phylogenetic relationship to the ancient E. coli K-12. We demonstrated via transcriptome sequencing (RNA-seq) and determination of MIC values that carolacton penetrates the phospholipid bilayer of the Gram-negative cell envelope and inhibits growth of E. coli TolC at similar concentrations as for streptococci. This inhibition is completely lost for a C-9 (*R*) epimer of carolacton, a derivative with an inverted stereocenter at carbon atom 9 [(*S*) → (*R*)] as the sole difference from the native molecule, which is also inactive in S. pneumoniae and S. mutans, suggesting a specific interaction of native carolacton with a conserved cellular target present in bacterial phyla as distantly related as *Firmicutes* and *Proteobacteria*. The efflux pump inhibitor (EPI) phenylalanine arginine β-naphthylamide (PAβN), which specifically inhibits AcrAB-TolC, renders E. coli susceptible to carolacton. Our data indicate that carolacton has potential for use in antimicrobial chemotherapy against Gram-negative bacteria, as a single drug or in combination with EPIs. Strain E. coli TolC has been deposited at the DSMZ; together with the associated RNA-seq data and MIC values, it can be used as a reference during future screenings for novel bioactive compounds.

**IMPORTANCE** The emergence of pathogens resistant against most or all of the antibiotics currently used in human therapy is a global threat, and therefore the search for antimicrobials with novel targets and modes of action is of utmost importance. The myxobacterial secondary metabolite carolacton had previously been shown to inhibit biofilm formation and growth of streptococci. Here, we investigated if carolacton could act against Gram-negative bacteria, which are difficult targets because of their double-layered cytoplasmic envelope. We found that the model organism Escherichia coli is susceptible to carolacton, similar to the Gram-positive Streptococcus pneumoniae, if its multidrug efflux system AcrAB-TolC is either inactivated genetically, by disruption of the *tolC* gene, or physiologically by coadministering an efflux pump inhibitor. A carolacton epimer that has a different steric configuration at carbon atom 9 is completely inactive, suggesting that carolacton may interact with the same molecular target in both Gram-positive and Gram-negative bacteria.

## Abstract (precis)

The emergence of pathogens resistant against most or all of the antibiotics currently used in human therapy is a global threat, and therefore the search for antimicrobials with novel targets and modes of action is of utmost importance. The myxobacterial secondary metabolite carolacton had previously been shown to inhibit biofilm formation and growth of streptococci. Here, we investigated if carolacton could act against Gram-negative bacteria, which are difficult targets because of their double-layered cytoplasmic envelope. We found that the model organism Escherichia coli is susceptible to carolacton, similar to the Gram-positive Streptococcus pneumoniae, if its multidrug efflux system AcrAB-TolC is either inactivated genetically, by disruption of the *tolC* gene, or physiologically by coadministering an efflux pump inhibitor. A carolacton epimer that has a different steric configuration at carbon atom 9 is completely inactive, suggesting that carolacton may interact with the same molecular target in both Gram-positive and Gram-negative bacteria.

## INTRODUCTION

The identification of novel compounds for antimicrobial chemotherapy is becoming increasingly difficult (1). This is especially true for compounds targeting Gram-negative bacteria, for two main reasons: first, the second outer plasma membrane of Gram-negative organisms acts as a potent barrier and restricts the entry of hydrophilic extracellular substances, such as antibiotics, into the cell (2); second, the multidrug resistance (MDR) efflux systems present in many Gram-negative bacteria provide intrinsic resistance against antibiotics (3). The primary function of MDR efflux systems is the removal of toxins and bile acids from the cytoplasm, which is important for infectivity and virulence (4). MDR facilitated by extrusion of antibiotics has become a serious problem in the treatment of infections by, e.g., Escherichia coli (5), Klebsiella pneumoniae (6), Pseudomonas aeruginosa (7), and Salmonella enterica (8).

Proton-dependent tripartite envelope translocase systems (TETS) are widely distributed MDR efflux systems which have been studied extensively in E. coli and P. aeruginosa. TETS characteristically consist of an MDR pump, a membrane fusion protein (MFP), and an outer membrane factor (OMF) (9). In E. coli, MDR pumps of the resistance-nodulation-division (RND) family are key contributors to intrinsic antibiotic resistance (10). The genome of E. coli includes six genes for MDR pumps of the RND family (*acrB*, *acrF*, *yhiU*, *acrD*, *yegN*, and *yegO*) and seven genes for MFPs (*acrA*, *acrE*, *yhiV*, *yegM*, *emrA*, *emrK*, and *ybjY*) (11). As the third component of tripartite efflux systems, E. coli possesses four genes encoding OMF proteins, *tolC*, *mdtP*, *mdtQ*, and *cusC*, which are essential for a functional RND pump (e.g., AcrA-AcrB-TolC) (11). Among all OMF proteins of E. coli, TolC appears to be the major facilitator for extrusion of antibiotics and small molecules through the outer membrane (11, 12). In particular, the AcrAB-TolC tripartite efflux system is of great scientific interest, since it is constitutively expressed, has a broad substrate specificity, is found in a wide variety of clinically relevant Gram-negative pathogens (e.g., P. aeruginosa, S. enterica, and *Klebsiella* spp.), and contributes to MDR (4).

Therefore, efflux pump inhibitors (EPIs) can be important for the discovery of novel antibiotics (13), and they can be applied in combination with current antibiotics to overcome extrusion by MDR efflux systems (13, 14). Among them, the peptidomimetic EPI phenylalanine arginine β-naphthylamide (PAβN; MC-2077110) (15) was found to specifically block the AcrAB- and AcrEF-based MDR efflux systems in E. coli, which are both dependent on TolC as the OMF (16). On the other hand, bacterial strains with defects in MDR efflux systems are often used as sensitive indicators for antimicrobial activity (17). TolC mutants of E. coli, for example, are hypersensitive to 19 of 22 antibiotics tested (12).

The screening of libraries of natural secondary metabolites holds great promise for the discovery of novel antimicrobial compounds (18). During such screenings, the myxobacterial macrolide ketocarbonic acid carolacton was identified as a biofilm inhibitor (19, 20). Its activity against clinically relevant streptococci was later analyzed in great detail (20–24). The exact molecular target of carolacton remains unknown, but the complete loss of biological activity of a carolacton epimer at C-9 [(*S*) → (*R*)] (*epi*-carolacton) in Streptococcus mutans biofilms and planktonically growing Streptococcus pneumoniae cells (22, 24) suggests an interaction of carolacton with a conserved cellular target (24).

Carolacton is inactive against E. coli (MIC, >40 µg/ml), but strong growth inhibition was found when a laboratory E. coli strain recorded as lacking a functional copy of the OMF TolC (E. coli TolC) was treated with carolacton (MIC, 0.06 µg/ml) (19). These data suggested that carolacton might be able to pass through the Gram-negative cell envelope and that the lack of sensitivity of wild-type E. coli to carolacton is due to export from the cell by TolC-mediated efflux. However, mutations in TolC can have different effects on substrate export, and there have even been reports that a misassembled TolC protein may result in an open channel which allows influx of antibiotics into the cell, resulting in an increased sensitivity (25). The TolC-deficient strain used in our screenings has been propagated as a glycerol stock in laboratories since at least 1980 (B. Kunze, personal communication), and so far it has not been characterized genetically. Over a period of 37 years, massive genetic changes could have occurred (26). Moreover, although TolC-deficient strains are used by many laboratories, they were constructed with different methods and in different genetic backgrounds (25, 27, 28), making it hard to compare results. We here determined the genome sequence of E. coli TolC with high resolution by using a combination of PacBio and Illumina sequencing. With these methods, an insertion of a natural transposon at the *tolC* locus was identified, and genetic changes were recorded that had occurred in this strain in comparison to its closest relative, which was identified as E. coli K-12 MG1655 (NZ_CP014225.1). We determined MICs for E. coli K-12 MG1655 and E. coli TolC and deposited E. coli TolC with the DSMZ as a tool and reference for future studies. We then studied the influence of carolacton on E. coli TolC by using transcriptome sequencing (RNA-seq), the carolacton C-9 (*R*) epimer, and the EPI PAβN. The data clearly showed that carolacton easily penetrates the Gram-negative cell envelope. Once inside the cell, it inhibits E. coli at similar concentrations as for streptococci, suggesting that the molecular target of carolacton is highly conserved and might be highly similar even in distantly related bacterial phyla, such as *Firmicutes* and *Proteobacteria*. The export of carolacton from the cell can be overcome by blocking the AcrAB-TolC efflux complex with the EPI PAβN. This finding highlights the potential use of carolacton in combinatorial treatment with EPIs.

## RESULTS

### E. coli TolC is an ancient natural derivative of E. coli K-12 and is closely related to K-12 MG1655.

PacBio single-molecule real-time (SMRT) sequencing and Illumina MiSeq short-read sequencing were combined to obtain a high-quality genome sequence of E. coli TolC. By Illumina MiSeq sequencing, 2,623,454 reads were obtained, totaling ~656 Mb and resulting in ~138-fold genome coverage. The PacBio SMRT sequencing data set consisted of 74,571 reads with an N50 read length of 17,770 bp and was used for *de novo* genome assembly. For the correction of indel errors, Illumina reads were mapped onto the newly assembled genome.

The genome of E. coli TolC (CP018801.1) consists of a single chromosome that is 4,792,200 bp long and contains 4,469 coding sequences (CDS), 88 tRNAs, 22 rRNAs, and 104 noncoding RNAs (ncRNAs). It was compared to all 259 fully sequenced E. coli genomes available from the National Center for Biotechnology Information (NCBI) via *in silico* DNA-DNA hybridization (*is*DDH), with *is*DDH values calculated by using the tool GGDC 2.1 (29). E. coli TolC showed the highest *is*DDH values (all *is*DDH values ≥98.28%) to E. coli strains K-12 MG1655 (NZ_CP014225.1), ER1821R (NZ_CP016018.1), NCM3722 (NZ_CP011495.1), K-12 W3110 (NC_007779.1), and JW5437-1 (NZ_CP014348.1).

A nucleotide-based genome BLAST distance phylogeny (GBDP) tree with branch support values inferred from both the nucleotide and amino acid data is depicted in Fig. S1 of our supplementary data posted on figshare (https://doi.org/10.6084/m9.figshare.5395471). The average branch support of the nucleotide tree was 47.3%, and branch support for the amino acid tree was 37.6%. Target strain E. coli TolC was placed in a highly supported subtree containing 14 strains, most of them K-12 strains.

Figure 1 shows the nucleotide sequence identity of E. coli TolC in comparison to the five most similar E. coli strains, as reported in BLAST+. Most notably, E. coli TolC contains the bacteriophage λ and the fertility plasmid F integrated into its chromosome. Phage λ was located between genes *ybhB* and *ybhC* at positions 3,079,545 to 3,128,200 of the E. coli TolC chromosome, and the F plasmid was integrated into an insertion sequence element (IS*3C*) within the cryptic prophage DLP12 (positions 3,368,702 to 3,467,447). This is in contrast to the most closely related E. coli strains, which encode neither the fertility plasmid nor phage λ, the only exception being NCM3722, which still carries phage λ (Fig. 1A). In comparison to MG1655, an* rph-1* mutation is absent in TolC, and the *rpoS* gene is present as the 33Am variant. Like other derivatives of E. coli K-12, strain E. coli TolC is also valine sensitive (*ilvG* deficient) (30). Similar to E. coli MG1655, an early deletion of two nucleotides (c.977_978delAT) that results in an Ile327-Glu substitution and subsequent insertion of a premature TGA translation termination site at position c.982_984 were found. As a common marker of all E. coli K-12 derivatives, E. coli TolC additionally carries an IS*5* insertion (IS*5*I) in the last gene of the O-antigen cluster encoding the rhamnosyltransferase WbbL (*rfb-50* mutation) (31). Although these strains are closely related, large structural rearrangements within their chromosomes were found (Fig. 2).

**FIG 1:**
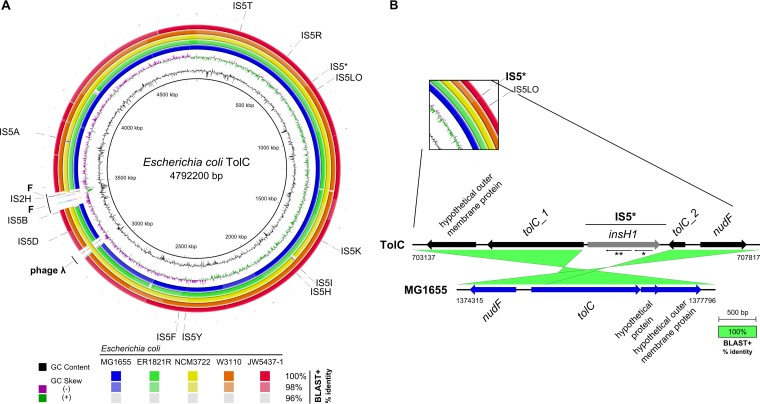
Whole-genome comparison of E. coli TolC to closely related strains and a schematic presentation of transposon-mediated disruption of the *tolC* CDS in E. coli TolC. (A) BLAST ring image generator (BRIG) (64) comparison of the E. coli TolC genome (innermost black ring) to the closely related genomes of E. coli strains K-12 MG1655, ER1821R, NCM3722, K-12 W3110, and JW5437-1 (the four outermost rings), shown in blue to red, respectively, as identified by *is*DDH (29). Shading of the four outermost rings is according to their respective percent nucleotide identity to the query sequence (E. coli TolC), determined by BLAST+. The second and third innermost rings show the GC skew (purple/green) and the GC content (black). IS*5* elements are numbered according to annotations for E. coli K-12 MG1655 (NC_000913.3). The location of the fertility plasmid on the chromosome of E. coli TolC is indicated by the letter F (on left side of diagram). (B) Close-up comparison of the *tolC* locus of E. coli TolC and its closest relative, E. coli K-12 MG1655, drawn by using Easyfig (66) The *tolC* locus (*tolC_1* and *tolC_2*) in E. coli TolC is interrupted by insertion of an IS*5* element (IS5*) that codes for the transposase *insH1* (*ins5A*). *ins5B* (**) and *ins5C* (*) are indicated by arrows in reverse orientation, underneath *insH1*. A BLAST+ comparison of the *tolC* locus for each of the two strains indicated 100% nucleotide identity.

**FIG 2:**
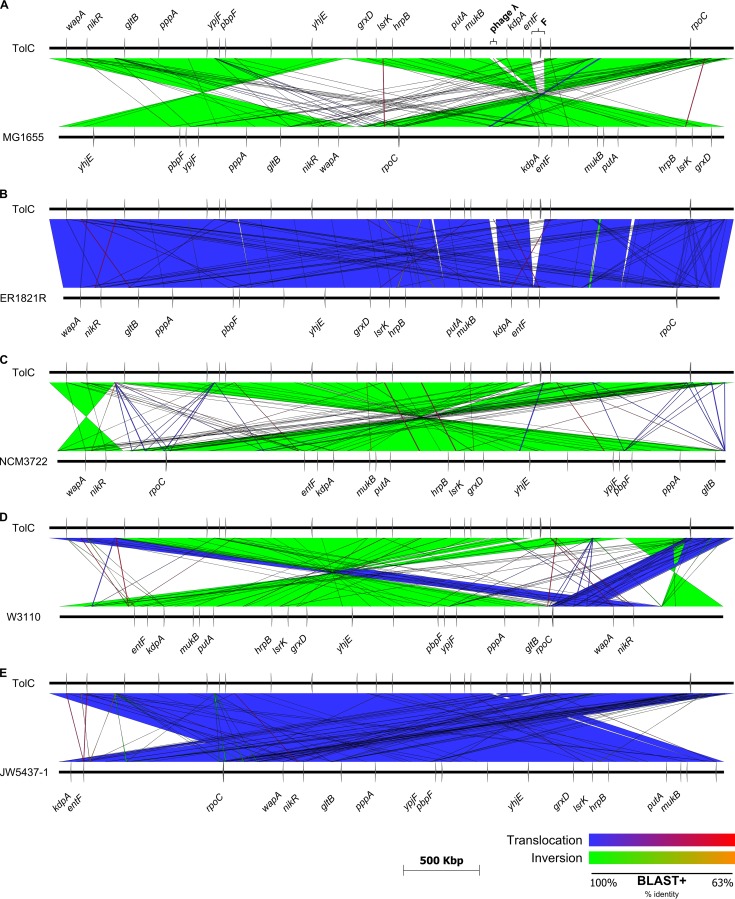
Genomic rearrangements of E. coli TolC in comparison with the most closely related strains. The complete genome of E. coli TolC was compared to the genomic sequences of E. coli K-12 MG1655 (A), E. coli ER1821R (B), E. coli NCM3722 (C), E. coli K-12 W3112 (D), and E. coli MG1655 JW5437-1 (E), and structural rearrangements were visualized using Easyfig (65). The relative locations of individual reference genes (in comparison to E. coli *tolC* in panel A) are indicated by gray arrows on the respective chromosomes (black horizontal lines). The nucleotide sequence identities, as determined using BLAST+, are indicated by different colored spectra: blue to red for translocations, and green to orange for inversions. Blue/green and red/orange indicate the highest (100%) and lowest (63%) detected sequence identities, respectively.

The *tolC* locus (*btd92_00696*) was inspected in detail, and the absence of a functional copy of the *tolC* gene was confirmed. The E. coli TolC strain carries a transposon insertion after base 1309 (c.1309_1310insIS5*) of the *tolC* gene, and this causes a disruption of the CDS (Fig. 1B). Genes of the three additional OMF proteins in E. coli (*cusC*, *mdtQ*, and *mdtP*) were not affected (see Table S1 at https://doi.org/10.6084/m9.figshare.5395471). The transposon within *tolC* was identified as transposable element IS*5*, which contains three protein-coding genes: the transposase gene *insH1* (*ins5A*) and two genes (*ins5B* and *ins5C*) opposite *insH1* with unknown function (32, 33). Altogether, the E. coli TolC chromosome contained 12 insertions of IS*5* elements, of which only the one integrated into the *tolC* locus (IS5*) disrupted a functional gene. Additionally, IS*5* insertions were also located within the sequences of cryptic prophages, e.g., the IS*5*Y element was inserted into the cryptic prophage Rac, interrupting *lomR*′. The E. coli TolC strain described here was deposited at the Leibniz Institute DSMZ German Collection of Microorganisms and Cell Cultures (Braunschweig, Germany) and assigned strain number DSM 104619.

### Role of TolC for MICs of carolacton and different classes of antibiotics.

To evaluate the effect of TolC inactivation on antibiotic susceptibility of E. coli, the MICs of selected antibiotics against E. coli MG1655 and E. coli TolC were determined (Table 1). We included two RNA polymerase inhibitors, corallopyronin A and sorangicin, previously isolated from myxobacteria at our institution (34, 35).

**TABLE 1:** MICs of antibiotics and carolacton against E. coli TolC and E. coli K-12 MG1655

Mechanism and/or antibiotic	Target	MIC (µg/ml)^a^		FC^b^
		E. coli K-12 MG1655	E. coli TolC	
Carolacton		>8	**0.125**	64
Carolacton with (40 µg/ml PAβN)		4	**≤0.03**	128
Protein biosynthesis				
Chloramphenicol	50S ribosomal subunit	8	**1**	8
Erythromycin	50S ribosomal subunit	>64	**2**	32
Gentamicin	30S ribosomal subunit	4	2	2
Kanamycin	30S ribosomal subunit	8	4	2
Peptidoglycan biosynthesis				
Ampicillin	Penicillin-binding proteins	16	**4**	4
Cephalotin	Penicillin-binding proteins	16	8	2
Cefotaxime	Penicillin-binding proteins	0.0625	**0.015**	4
Penicillin G	Penicillin-binding proteins	>32	16	2
Vancomycin	d-Ala-d-Ala moieties of NAM/NAG^c^ peptides	>256	>256	1
Phosphomycin	UDP-*N*-acetylglucosamine-3-enolpyruvyltransferase (MurA)	>32	**4**	8
Fatty acid biosynthesis				
Triclosan	Enoyl-acyl carrier protein reductase (FabI)	0.125	**≤0.0078**	16
Cerulenin	β-keto-acyl-ACP synthase (FabB)	>32	**4**	8
RNA biosynthesis				
Corallopyronin A	RNA polymerase	>32	**2**	16
Rifampin	RNA polymerase	16	8	2
Sorangicin	RNA polymerase	16	16	1
Cell division				
Novobiocin	DNA gyrase	>16	**1**	16
Ciprofloxacin	DNA gyrase	0.015	**0.0039**	4
Folate biosynthesis				
Trimethoprim	Dihydrofolate reductase (FolA)	0.5	**0.063**	8
Sulfamethoxazole	Dihydropteroate synthase (FolP)	128	64	2

a Boldface values indicate that MICs for the MG1655 control strain differed by ≥4-fold.

b The FC increase in susceptibility of E. coli TolC relative to E. coli MG1655 susceptibility.

c NAM, *N*-acetylmuramic acid; NAG, *N*-acetylglucosamine.

E. coli TolC was at least 64 times more sensitive to carolacton than E. coli MG1655. The MIC of carolacton against E. coli TolC was in the same range as that reported by Jansen et al. (19). For S. pneumoniae TIGR4, the MIC of carolacton was determined to be 0.06 µg/ml (24), similar to the value reported for E. coli TolC. In comparison to E. coli MG1655, E. coli TolC showed a strong increase in sensitivity (≥4-fold) to antibiotics from all functional groups. The determined MICs were in the same range as those reported previously for E. coli W3110 and its *tolC* null mutant (11), indicating that the presence of the F plasmid and phage λ do not affect antibiotic susceptibility. Rifampin and vancomycin are not substrates of the pump; thus, E. coli TolC is not expected to be hypersensitive to these compounds, which was confirmed. The data indicated that carolacton penetrates the two membranes of the Gram-negative cell envelope and that its intracellular inhibitory effect is comparable to that of Gram-positive cells.

### Transcriptional response of E. coli TolC to carolacton.

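RNA from E. coli TolC cultures was sequenced before treatment (0 min) and at 5, 15 and 30 min after carolacton was added to 1 part of a divided culture and the solvent methanol to the other part, the control. This gave 7 groups of 2 replicates each, 14 libraries in all. The paper gives the carolacton concentration as 0.25 µg/ml, and the labels of the deposited samples give 0.5 µg/ml. The authors depleted the RNA of rRNA, sequenced it strand specifically, mapped the reads to the E. coli TolC genome and counted them per feature with Rockhopper (v.2.0.3). The deposited table holds these raw read counts without normalization for 4708 transcripts, listed by locus tag, and numbers the replicates of each group I and II. Total counts of replicates I and II were 3408116 and 4280078 at 0 min. In the controls they were 4282149 and 4566907 at 5 min, 3702898 and 4578816 at 15 min and 3689880 and 4360191 at 30 min. In the carolacton-treated cultures they were 1088639 and 4377910 at 5 min, 3826116 and 4656460 at 15 min and 5356356 and 4602064 at 30 min. Carolacton replicate I at 5 min thus had the fewest counts, against a median of 4321170 over the 14 libraries. The most counted transcript in every library was BTD92_01116, the transfer-messenger RNA SsrA, named after its counts were seen, with 5.39% to 11.4% of the counts. From these counts, differential abundance was tested with the quasi-likelihood test of edgeR (v.4.0.16), with TMM normalization and all 14 libraries in a fit of 7 groups. Left out were 11 transcripts with 0 counts in every library, so that 4697 were tested, and p-values were adjusted by the Benjamini-Hochberg method, with an FDR below 0.01 taken as significant. The paper names edgeR and this FDR, but its text does not name the test, the scaling between libraries or a filter on low counts. Abundances are given as TMM-normalized CPM, that is counts scaled to a common effective library size, and standard errors (SE) are those implied by the F statistic of the test. Product names were at hand for 2060 transcripts, from Data Set S2 and from the part of Data Set S1 used here, and coordinates were not analysed here.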

We analyzed the transcriptome of carolacton-treated cultures of E. coli TolC in comparison to untreated cultures during the first 30 min of growth.

In total, 4,730 transcripts of E. coli TolC were investigated using Rockhopper (see Data Set S1 in the supplemental material). 

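At 30 min, 950 of the 4697 transcripts tested (20.2%) differed between carolacton-treated and control cultures at an FDR below 0.01 in edgeR's quasi-likelihood test. Of these, 535 were more abundant with carolacton and 415 less abundant. A log2 FC of at least 2 in either direction was reached by 120 of them, 76 upregulated and 44 downregulated, or 2.55% of the transcripts tested. Among the alternative settings, leaving out replicate I of the control moved this number most, to 84. The number past the FDR alone fell further when a library was left out, to 393 without carolacton replicate I, 531 without carolacton replicate II, 432 without control replicate I and 583 without control replicate II. With the replicate number added to the fit as a block, 1345 transcripts passed the FDR. The balance of directions rested on the scaling between libraries. With TMM, 56.3% of the calls were upregulated and the median log2 FC of all transcripts was −0.07, whereas with library size alone 346 of 1059 calls (32.7%) were upregulated and the median was −0.31.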

At 30 min after addition of carolacton, 71 transcripts showed a strong differential abundance (log_2_ fold change [FC] of ≥±2), corresponding to 1.6% of all open reading frames of E. coli TolC (Data Set S2). At this time point, E. coli TolC grows at the same rate with or without carolacton (see below). 

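Differential abundance was present before 30 min. At 15 min, 684 transcripts passed an FDR of 0.01, 426 upregulated and 258 downregulated, and 71 of them reached a log2 FC of 2 in either direction. Under library size alone 255 were upregulated and 525 downregulated. Leaving out a library lowered the number to 354 (carolacton replicate I), 379 (carolacton replicate II), 259 (control replicate I) or 402 (control replicate II).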

The data therefore provide additional proof that carolacton immediately enters the Gram-negative cell. 

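With a log2 FC cutoff of 0.8 in either direction and an FDR below 0.01 in edgeR's quasi-likelihood test, 873 transcripts (18.6%) were differentially abundant at 30 min, 485 upregulated and 388 downregulated. On the fold change alone, 1632 transcripts (34.7%) passed the cutoff, of which 367 had fewer than 10 counts on average over the 14 libraries. The share with the FDR was 22.0% in edgeR's exact test on the 4 libraries of this time point. It fell to 8.37% without carolacton replicate I, to 11.3% without carolacton replicate II and to 9.20% without control replicate I, while the share on the fold change alone stayed between 34.1% and 39.3% with each of the 4 libraries left out in turn. At 15 min the shares were 13.7% with the FDR and 30.9% without it. The S. mutans and S. pneumoniae data were not analysed here.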

At a log_2_ FC of ≥±0.8, approximately 29% of all genes were differentially abundant, comparable to the degree of differential transcript abundance in S. mutans (31.3%) and S. pneumoniae (22.8%) in the presence of carolacton when we used an identical cutoff (21, 24). 

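Sets of transcripts were formed from words in the product names, among the 1994 transcripts tested whose product is listed in the part of Data Set S1 used here, which runs in the order of the locus tags up to BTD92_02004. The 25 flagellar transcripts among them had a median log2 FC of 1.57 at 30 min (edgeR's camera with a preset correlation of 0.01, two-sided FDR over 5 sets = 0.000265, and 0.000536 with fry). Without carolacton replicate I this median was 0.95. For the 10 heat shock proteins and chaperones the median was 1.11 (camera FDR = 0.00400, fry FDR = 0.000740), and without control replicate I the camera FDR was 0.0124, the highest of its alternatives, which went down to 0.00193 with the 4 libraries of this time point alone. Only 1 of the 1994 had the words cold shock in its product name, so this set was not tested. With the products that Data Set S2 adds, which the study chose on these libraries, 13 of 27 flagellar transcripts passed an FDR of 0.01 singly, 12 upregulated and 1 downregulated, although 16 of the 27 had fewer than 10 counts on average. For heat shock proteins and chaperones 9 of 12 passed it (8 upregulated, 1 downregulated), and for products with the words cold shock 3 of 4 (2 upregulated, 1 downregulated). Under library size alone these numbers were 9 upregulated and 1 downregulated flagellar transcripts, 7 and 3 heat shock proteins and chaperones, and 1 and 2 products with the words cold shock. These words missed 6 entries written otherwise, found after their values were seen. They are 4 transcripts listed as cspA (BTD92_00158, BTD92_01941, BTD92_02813 and BTD92_03250), the CS7.4 hypothetical protein (BTD92_00159) and the Cold-shock DEAD box protein A (BTD92_00568). Some cspA entries carry the locus tag number next to that of a cold shock product counted above, with a like log2 FC. These are BTD92_01941 and CspC (1.69 and 1.70), BTD92_02813 and CspG (−2.45 and −2.67), and BTD92_03250 and CspE (2.70 and 2.81). The 6 entries are therefore not independent of the products counted above. All 6 passed the FDR, 2 upregulated and 4 downregulated (log2 FC −2.45 to 2.70), as they did under library size alone, and 3, 3, 4 and 6 passed it without carolacton replicate I, carolacton replicate II, control replicate I and control replicate II. Before treatment the co-chaperonin GroES (BTD92_04263) stood at 557 and 527 CPM and the cold shock-like protein CspE (BTD92_03251) at 642 and 610 CPM. From 0 to 30 min GroES changed by a log2 FC of −1.25 in the controls and 1.70 with carolacton. CspE fell in both, by −3.89 in the controls and −1.08 with carolacton. At 30 min GroES had 2106 and 1422 CPM with carolacton and 234 and 221 CPM in the controls. Its log2 FC between them was 2.96 (SE 0.22, FDR = 4.84e-06 in the quasi-likelihood test). CspE had 259 and 333 CPM with carolacton against 41.2 and 43.0 CPM in the controls (2.81, SE 0.23, FDR = 6.18e-06). CspG (BTD92_02814) changed in the other direction, with a log2 FC of −2.67 (SE 0.64, FDR = 0.00594), but of the 4 fits with a library left out it passed only that without control replicate II (0.0248 without carolacton replicate I, 0.0562 without carolacton replicate II and 0.100 without control replicate I), and it was not called with robust estimation of the dispersion (0.0236). Its log2 FC was −1.54 without control replicate I and −3.33 without control replicate II. The lowest of the heat shock proteins was heat shock protein E (BTD92_01646), at −1.23 (SE 0.30, FDR = 0.00692; 0.0114 without carolacton replicate I, 0.0690 without carolacton replicate II and 0.0635 without control replicate I). Flagellin (BTD92_01840) was the lowest of the flagellar transcripts, at −1.0 (SE 0.19, FDR = 0.00134), and lost significance without carolacton replicate I (0.0211) and without control replicate I (0.0134).

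**Figure D1:**
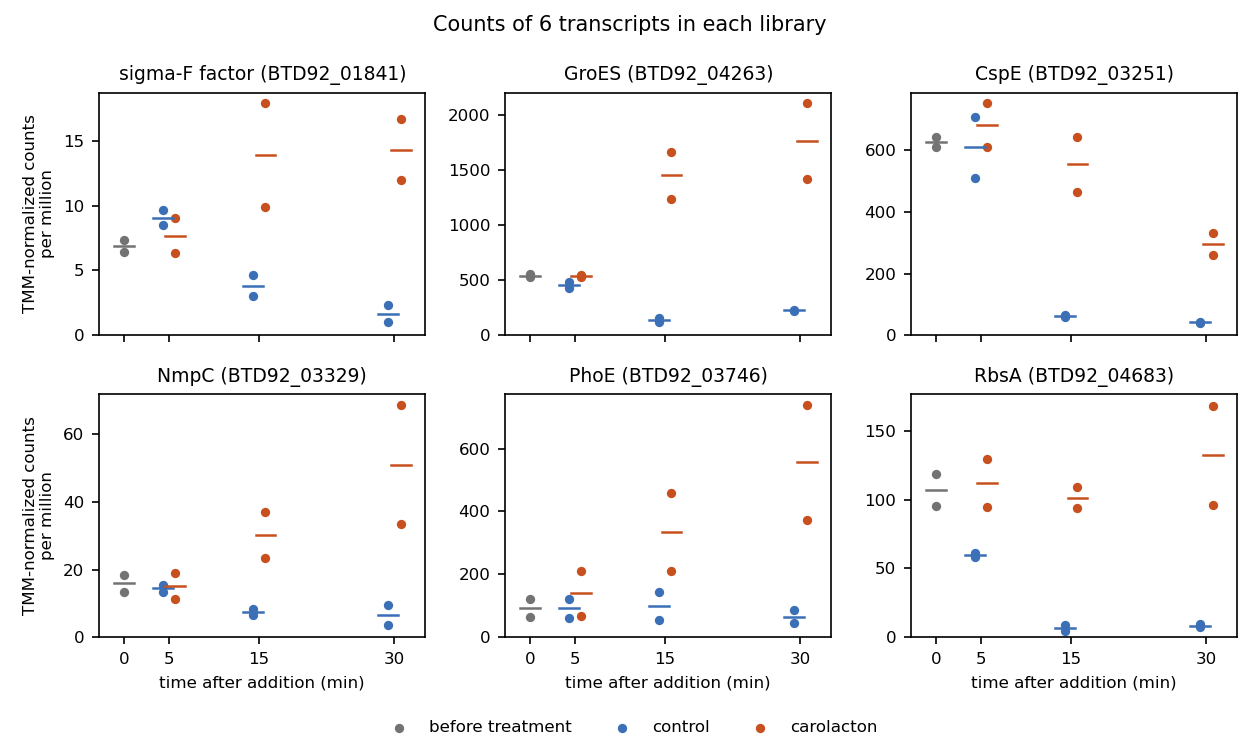
TMM-normalized CPM (vertical axes, from 0) of 6 transcripts against time after addition in minutes, with a dot for each library, a bar for the mean of the 2 replicates, and colors for before treatment, control and carolacton; the 6 were chosen after their values were seen. For GroES the dots at 30 min lie at 2106 and 1422 with carolacton and at 234 and 221 in the controls.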

The most strongly differentially abundant transcripts encoded components for flagellar assembly, heat shock and cold shock proteins, and chaperones (Fig. 3). 

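At 30 min, the transcript of the sigma-F factor (BTD92_01841) had 87 and 55 counts in the carolacton-treated replicates and 10 and 5 counts in the controls. These correspond to 16.7 and 12.0 CPM with carolacton and 2.31 and 0.990 CPM without. Its log2 FC was 3.13 (SE 0.41, FDR = 0.000120 in edgeR's quasi-likelihood test), or 8.78-fold, and 2.89 with library size alone. The call held with each of the 4 libraries left out in turn, but without control replicate I the log2 FC was 3.82. The sigma-F transcript had a log2 FC of 1.86 at 15 min (FDR = 0.00252). Before treatment it stood at 7.34 and 6.44 CPM. From 0 to 30 min it changed by a log2 FC of −2.07 in the controls (FDR = 0.00308) and of 1.06 with carolacton (FDR = 0.0967). RhmR (BTD92_01502) was near the limit of the depth, with 0 and 2 counts with carolacton and 9 and 5 in the controls. The pooled counts, scaled by effective library size, were 7.33-fold lower with carolacton (95% Clopper-Pearson interval 1.68 to 66.5, which covers counting error only). In the quasi-likelihood test its log2 FC was −2.70 (SE 0.94) with an FDR of 0.0389, above the 0.01 threshold. The log2 FC was −1.73 without carolacton replicate I, −2.12 without control replicate I and −5.65 without carolacton replicate II, the last fitted on 0 counts with carolacton. The lowest FDR in the other settings was 0.0231, in edgeR's exact test, and the highest was 0.220, without carolacton replicate I.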

Transcription of the alternative sigma factor F (σ^28^) was upregulated ~7.4-fold (log_2_ FC, 2.88), and the putative helix-turn-helix (HTH)-type transcriptional regulator RhmR was downregulated. Moreover, precursors of the outer membrane pore proteins NmpC (*btd92_03329*) and PhoE (*btd92_03746*) were upregulated. 

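NmpC (BTD92_03329) had 68.6 and 33.5 CPM with carolacton at 30 min and 9.49 and 3.56 CPM in the controls, from at least 18 counts per library. This gave a log2 FC of 2.99 (SE 0.43, FDR = 0.000210 in edgeR's quasi-likelihood test), and the call held with each of the 4 libraries left out in turn. The size of the change moved with them, to 2.36 without carolacton replicate I, 3.84 without control replicate I and 2.40 without control replicate II. PhoE (BTD92_03746) had 738 and 374 CPM with carolacton and 84.7 and 43.7 CPM without. Its log2 FC was 3.12 (FDR = 0.00241), with a larger SE than that of NmpC (0.64). The call of PhoE was lost without carolacton replicate I (log2 FC 2.52), control replicate I (3.67) or control replicate II (2.69). It was also lost with robust estimation of the dispersion (FDR = 0.0168), a setting added after the data were seen. For both genes each carolacton-treated replicate lay above each control.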

Interestingly, all 7 StyR-44 family small noncoding RNAs encoded in the genome were strongly (log_2_ FC, ≥6.5) upregulated after only 5 min of growth with carolacton. 

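The 7 StyR-44 transcripts were counted far more often in replicate I than in replicate II of the carolacton-treated cultures at 5 min. In replicate I their counts summed to 7315, with a median of 979 CPM per member (range 623 to 1899.6). In replicate II they summed to 245, with a median of 7.06 CPM. The controls at 5 min had medians of 4.57 and 2.91 CPM. Before treatment, replicate I had a median of 301 CPM and replicate II one of 4.29 CPM. In edgeR's quasi-likelihood test the log2 FC at 5 min ranged from 6.03 (SE 1.73) to 8.66 (SE 2.42), with a median of 6.95, and the FDR over all transcripts was 0.324 for each member. The median was 0.58 without carolacton replicate I and 7.98 without replicate II. All 7 passed an FDR of 0.01 in edgeR's exact test on the 4 libraries (FDR 0.00312 to 0.00812), and none in DESeq2's Wald test (FDR 0.0260 to 0.0575). Over all alternatives the FDR of a member ranged from 0.00312 to 1, the latter without control replicate I. The members carry the same family name, and how reads matching several of them were counted is not stated. Their values can therefore not be taken as independent.

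**Figure D2:**
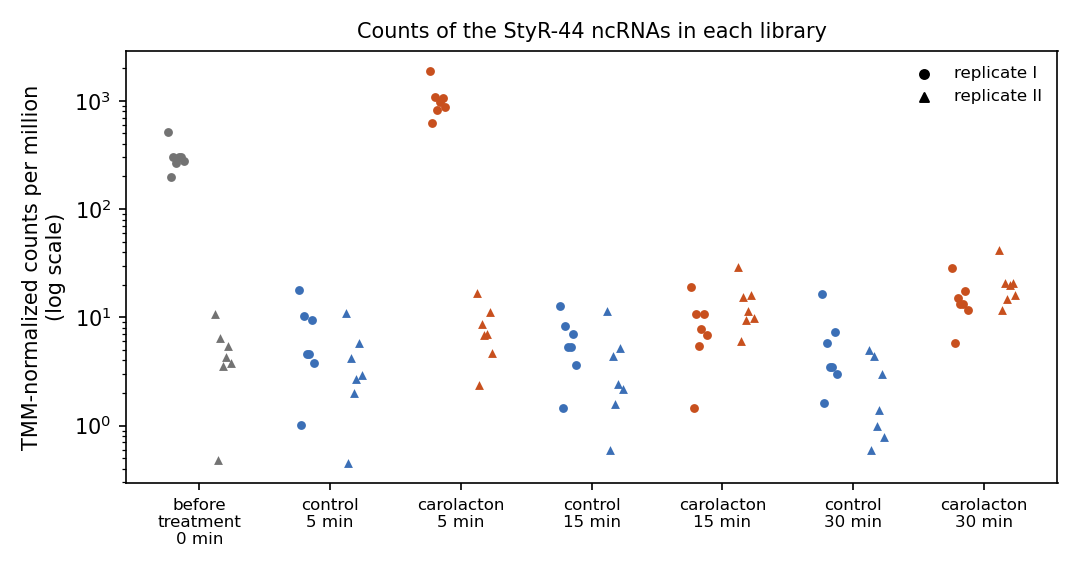
TMM-normalized CPM (vertical axis, log scale) of the 7 StyR-44 members in each of the 14 libraries, grouped by condition, with circles for replicate I and triangles for replicate II. Replicate I before treatment (median 301) and carolacton replicate I at 5 min (median 979) lie above the other 12 libraries, in which no member exceeded 41.5.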

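At 5 min, 0 of 4697 transcripts passed an FDR of 0.01 in edgeR's quasi-likelihood test, in which the smallest FDR was 0.140, and 412 had an unadjusted p under 0.05. DESeq2's Wald test called 2, the response regulator inhibitor for the tor operon (BTD92_01385, log2 FC −1.53) and BTD92_04616 (−0.99), both named after their values were seen. The edgeR exact test on the 4 libraries called 9, the 7 StyR-44 ncRNAs, BTD92_01385 (−1.53) and BTD92_04019 (1.97), the last also named after its values were seen. With each of the 4 libraries left out in turn the quasi-likelihood test called 0. A log2 FC of at least 0.8 in either direction was reached by 495 transcripts (10.5%) on the fold change alone, 286 of them with fewer than 10 counts on average. Between 5 and 30 min the carolacton effect itself differed at 79 transcripts (interaction contrast, FDR below 0.01), 75 with a higher and 4 with a lower log2 FC at 30 min. Under library size alone it was 45, 35 of them higher, and in DESeq2's Wald test 208, 175 of them higher. Each library left out lowered the number, to 47 without carolacton replicate I and 16 without replicate II at 5 min, 40 without control replicate I and 23 without replicate II at 5 min, 14 and 47 without the carolacton replicates at 30 min, and 17 and 29 without the control replicates at 30 min.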

The data showed that interaction of E. coli TolC with carolacton triggers global transcriptional adaptations already after 5 min, suggesting a molecular target in a central metabolic pathway.

10.1128/mSphereDirect.00375-17.1 DATA SET S1 Log_2_ FC and FDR values for transcripts of E. coli TolC (CP018801). Log_2_ FC and FDR values were obtained from analyzing differential transcription with the edgeR package (v.3.1) for R. Download DATA SET S1, XLSX file, 0.5 MB. Copyright © 2017 Donner et al. 2017 Donner et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphereDirect.00375-17.2 DATA SET S2 (A) Log_2_ FC and FDR values of the most differentially regulated (log_2_ FC ≥ ±2.5) protein-coding transcripts of E. coli TolC (CP018801) when grown with carolacton, calculated by using the edgeR package (v.3.1) for R. (B) Log_2_ FC and FDR values of the most differentially regulated (log_2_ FC ≥ ±2.5) ncRNAs of E. coli TolC (CP018801) when grown with carolacton, calculated by using the edgeR package (v.3.1) for R. Download DATA SET S2, XLSX file, 0.02 MB. Copyright © 2017 Donner et al. 2017 Donner et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 3:**
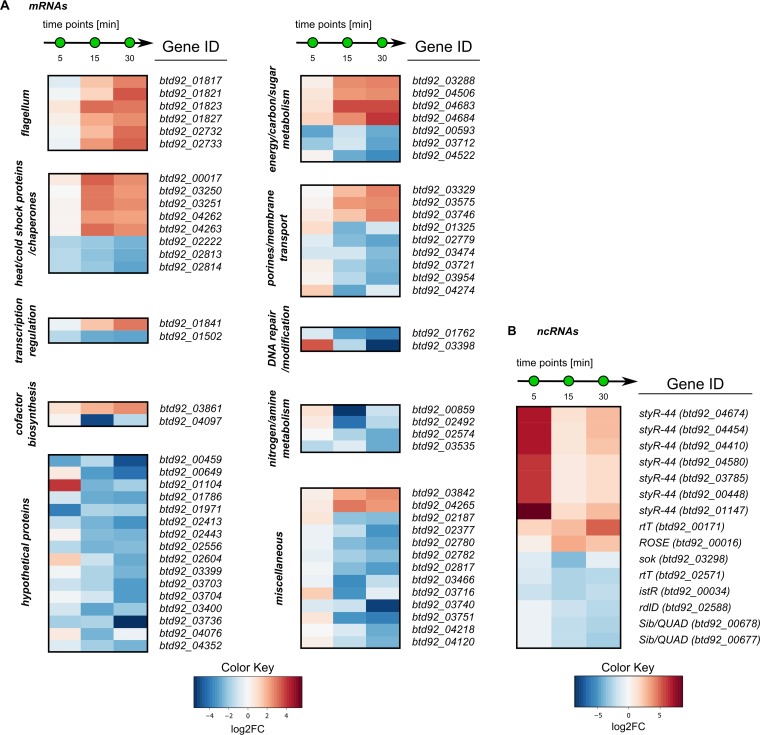
The most strongly differentially abundant transcripts in E. coli TolC during growth with carolacton (0.25 µg/ml). (A) Overview; (B) the most strongly differently regulated ncRNAs. The cutoff for differentially abundant transcripts was set at log_2_ FC of ≥ ±2 for general transcripts and ≥ ±2.5 for ncRNAs (FDR, ≤0.01), for at least one sample during the time course.

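Applied to the quasi-likelihood results, these cutoffs were passed by 140 transcripts at a log2 FC of 2 in either direction for at least 1 time point, and by 47 at a log2 FC of 2.5 in either direction, among protein-coding transcripts and ncRNAs alike. With 1 of the 12 control or carolacton libraries left out in turn, the numbers were 111 to 151 at 2 and 35 to 60 at 2.5.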

### Stereospecificity of carolacton activity and inhibition of efflux.

Subsequently, the differences in carolacton susceptibility between E. coli TolC and E. coli MG1655 were investigated in detail over all growth phases. E. coli MG1655 with and without carolacton and TolC without carolacton grew similarly and reached their maximal optical density at 600 nm (OD_600_) of ~6 after 7 h (Fig. 4A). In the presence of carolacton (added at *t* = 0), growth was indistinguishable from the controls for 1 h. At this time point, growth of the carolacton-treated culture of the E. coli TolC strain was strongly inhibited, while all other strains entered the exponential growth phase. The carolacton-treated culture of the E. coli TolC strain grew linearly over the next 5 h to an OD_600_ of approximately 0.8, which did not increase much farther and reached a maximal OD_600_ of around 1 after 24 h. Complementation of E. coli TolC with a plasmid-borne copy of the OMF TolC was able to restore insensitivity to carolacton, confirming indeed the absence of TolC-mediated efflux of carolacton as the sole cause for sensitivity (Fig. 5).

**FIG 4:**
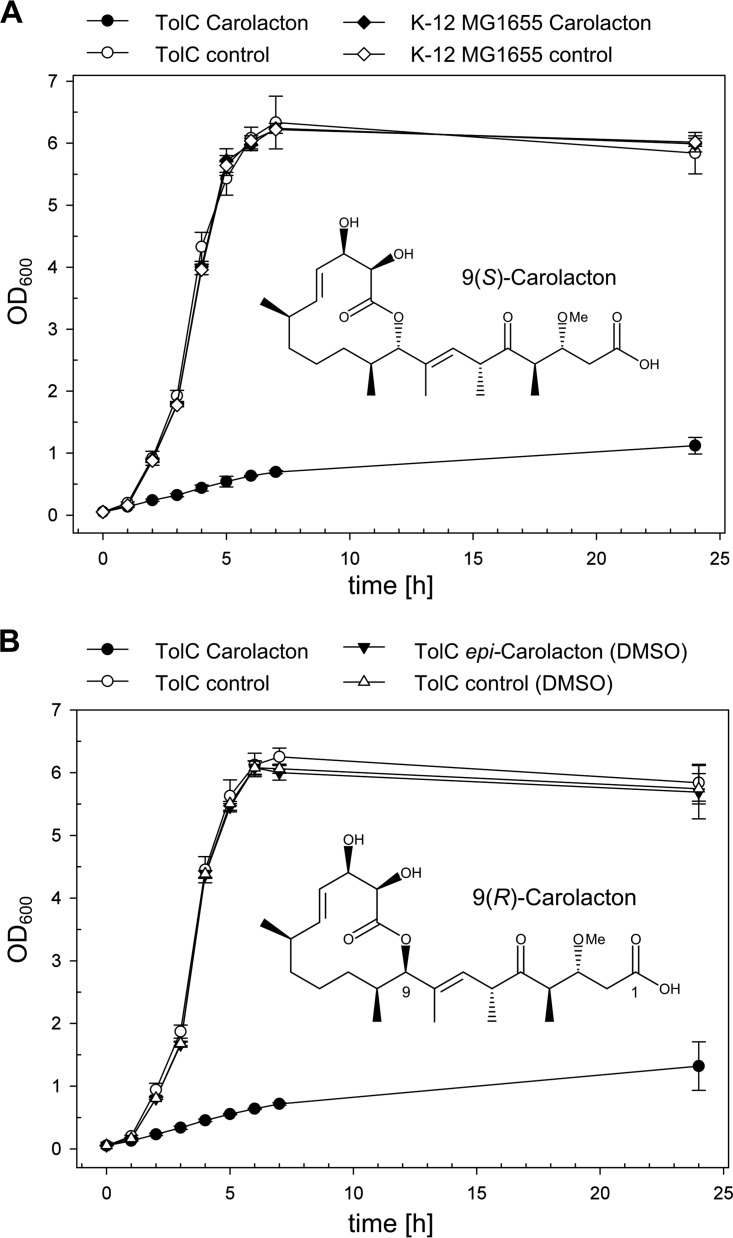
Growth inhibition of E. coli TolC and E. coli K-12 MG1655 by carolacton and sensitivity of E. coli TolC to *epi*-carolacton. (A) Chemical structure of native 9(*S*) carolacton and growth inhibition of E. coli TolC and E. coli K-12 MG1655 with 9(*S*) carolacton. (B) Structure of 9(*R*) carolacton (*epi*-carolacton) and inhibition activity against E. coli TolC treated with carolacton-methanol (circles) or in the presence of *epi*-carolacton and DMSO (triangles) for 24 h. Growth curves represent the mean (and standard deviation) results of three independent experiments, Carolacton was added at a final concentration of 0.25 µg/ml at *t* = 0 min.

**FIG 5:**
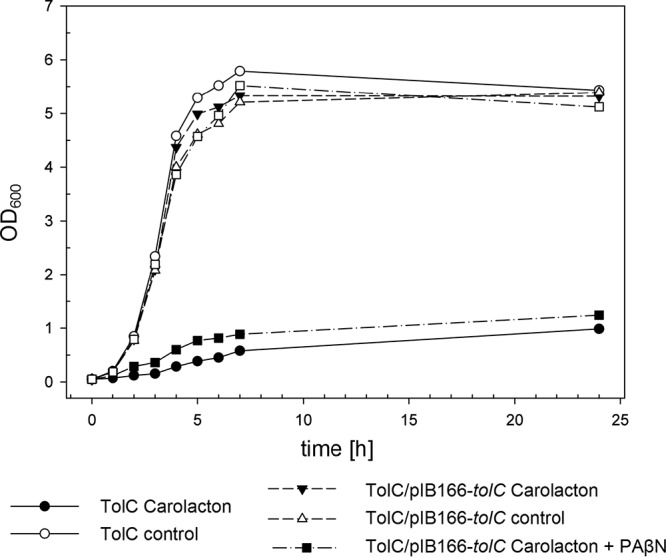
Complementation of the E. coli TolC strain with a plasmid-carried copy of *tolC*. For expression of a functional copy of TolC in E. coli TolC, the *tolC* gene and native regulatory sequences were PCR amplified from E. coli MG1655 and cloned into pIB166, and the resulting construct was transformed into E. coli TolC. E. coli TolC/pIB166-*tolC* was grown with 20 µg/ml chloramphenicol, and the AcrAB-TolC efflux pump inhibitor PAβN was applied at a final concentration of 40 µg/ml. The growth curves are representative of results for three biological replicates.

*epi*-Carolacton is a carolacton epimer with an inversion of the stereocenter at C-9 from the native (*S*) to the (*R*) configuration. This carolacton derivative lacks biological activity in S. pneumoniae TIGR4 and S. mutans UA159 (22, 24). Here, we tested the inhibitory properties of *epi*-carolacton against E. coli TolC. Figure 4B shows that *epi*-carolacton had no influence on growth of E. coli TolC. Since *epi*-carolacton was dissolved in dimethyl sulfoxide (DMSO), we investigated its effect on growth as an additional control, but we did not detect any. The loss of growth inhibition of *epi*-carolacton shown here suggests that the molecular target of carolacton might not only be conserved in the genus *Streptococcus* but also in the phyla *Firmicutes* and *Proteobacteria*.

Antibiotics that are substrates of TolC have to be administered in high doses to overcome the intrinsic resistance mediated by efflux (13). Alternatively, they could be applied in combination with efflux pump inhibitors. Therefore, we investigated the influence of PAβN, a competitive inhibitor of AcrAB-TolC (16), on carolacton sensitivity in E. coli. Table 1 shows that the MIC of E. coli MG1655 toward carolacton was reduced from >8 µg/ml to 4 µg/ml when PAβN was coadministered at 40 µg/ml. Lower concentrations of PAβN had no effect on the MIC of carolacton. The susceptibility of the TolC mutant was also increased by PAβN. The MIC of E. coli against PAβN has been shown before to be strongly reduced in an efflux-deficient strain (Δ*acrAB*); moreover, PAβN can cause membrane destabilization as an unspecific side effect (16). Accordingly, we observed a growth reduction of ~45% for the efflux-deficient E. coli TolC strain when grown with 40 µg/ml PAβN, but not for the wild-type (Fig. 5).

Finally, we investigated the role of PAβN (Fig. 6A) under the same conditions as those used for studying the effect of TolC deletion. The effect of PAβN on growth inhibition of E. coli MG1655 by carolacton was dependent on the concentration of PAβN used (Fig. 6B). At concentrations of 20 and 40 µg/ml PAβN, a maximal inhibition of 59% and 78%, respectively, was found, in comparison to a culture treated with only carolacton. The observations concerning MICs and a PAβN-mediated growth inhibition by carolacton were reproducible for the *tolC*-complemented E. coli TolC strain (Table 2 and Fig. 5, respectively). For comparison, inhibition of growth of E. coli TolC treated with carolacton is shown, which reached a maximum of 90% in comparison to the untreated culture (Fig. 6B). Thus, in E. coli, addition of 40 µg/ml PAβN, together with carolacton, causes a growth reduction similar to that with treatment with carolacton in a TolC-deficient strain.

**FIG 6:**
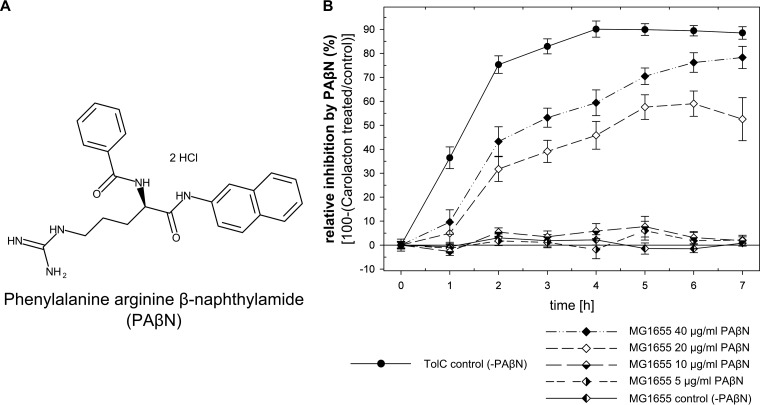
Inhibition of the AcrAB-TolC complex by PAβN leads to susceptibility of wild-type E. coli to carolacton. (A) Structure of the EPI PAβN. (B) Relative growth inhibition of E. coli TolC and E. coli K-12 MG1655 by carolacton in the presence of PAβN, as the percentage of control growth. The relative inhibition was calculated by dividing the OD of the carolacton-treated culture by the OD of the untreated control for every time point; both cultures contained the indicated amount of PAβN. Data show means and standard deviations for results from three biological replicates.

**TABLE 2:** MICs of carolacton against a *tolC*-complemented strain of E. coli TolC

Strain	MIC of carolacton (µg/ml)
E. coli TolC/pIB166-*tolC*	>8
E. coli TolC/pIB166-*tolC* (with 40 µg/ml PAβN)	2

The observed growth inhibition characteristics of carolacton- and PAβN-treated cultures of E. coli TolC and E. coli MG1655 were also reflected in drastic changes in the maximal doubling time (*t*_D_) of cells during exponential growth (Table 3). The *t*_D_ of E. coli TolC after treatment with carolacton increased from 25 to >372 min (Fig. 4 and 7). A comparable decrease of the doubling time was also observed after coadministration of PAβN and carolacton to cultures of E. coli MG1655 (*t*_D_, ~257 min), supporting the previous observation that PAβN treatment can facilitate a carolacton-dependent slowdown of cell division and consequently growth inhibition of an otherwise-resistant strain.

**TABLE 3:** Effect of carolacton treatment and PAβN on growth kinetics of the E. coli strains

E. coli strain and treatment^a^	Maximum specific growth rate (µ_max_, h^−1^)		Doubling time (min)	
	Control	Carolacton^b^	Control	Carolacton^b^
MG1655	1.65 (±0.03)	1.67 (±0.05)	25.1 (±0.4)	25.0 (±0.7)
MG1655, 40 µg/ml PAβN	0.77 (±0.05)	0.17 (±0.05)**	54.3 (±3.6)	257.2 (±59)*
TolC	1.66 (±0.05)	0.11 (±10^−3^)**	25.0 (±0.7)	372.5 (±6)**
TolC, 40 µg/ml PAβN	0.82 (±0.05)	0.05 (±10^−3^)**	51.0 (±2.9)	899.5 (±44)**
TolC, *epi*-carolacton	1.68 (±0.01)	1.67 (±0.02)	24.7 (±0.2)	24.9 (±0.3)
TolC/pIB166-*tolC*	1.63 (±0.19)	1.54 (±0.2)	25.9 (±3.1)	27.4 (±3.5)
TolC/pIB166-*tolC*, 40 µg/ml PAβN	0.75 (±0.04)	0.11 (±10^−3^)**	55.4 (±0.6)	451.9 (±190)

a Carolacton was applied at a final concentration of 0.25 µg/ml, except when *epi*-carolacton was used for treatment at the same final concentration.

b Values in boldface were significantly different from the control, based on a two-tailed Student’s *t* test. **, *P* ≤ 0.001; *, *P* ≤ 0.01.

**FIG 7:**
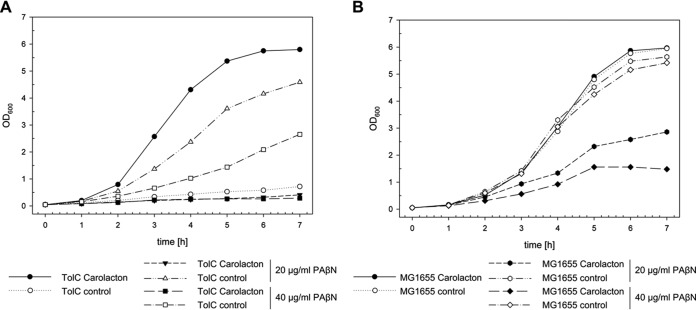
Effect of carolacton in combination with PAβN on growth of E. coli strains. (A) Growth inhibition of E. coli TolC by carolacton (circles), 20 µg/ml PAβN (triangles), or 40 µg/ml PAβN (squares). (B) Inhibition of E. coli K-12 MG1655 by carolacton (circles), 20 µg/ml PAβN (hexagons), or 40 µg/ml PAβN (diamonds). Carolacton was added in the experiments shown in panels A and B at a final concentration of 0.25 µg/ml where indicated. The figure is representative of the results of three independent biological replicates.

## DISCUSSION

Here we studied the role of TolC, a component of the major multidrug efflux system of E. coli, in its susceptibility to carolacton. To this end, we determined the genome sequence of the genetically uncharacterized, highly carolacton-susceptible E. coli TolC strain and revealed that it (i) shares the highest nucleotide sequence homology with E. coli MG1655 and (ii) is also phylogenetically reliably placed in a highly supported group that primarily harbors other K-12 strains. Originally, in the 1950s, the chromosome of the wild-type E. coli K-12 was cured from phage λ, generating E. coli K-12 W1485. E. coli K-12 W1485 was subsequently cured of its F^+^ factor to make MG1655 (36). Thus, as E. coli TolC still contains the phage λ and a chromosomal copy of the F plasmid, our TolC strain appears to be an ancient prototrophic derivative of the original wild-type E. coli K-12. The profile of MIC resistance of E. coli TolC provided further evidence for an impairment of the efflux function in the mutant strain, rather than a change in the permeability of the outer membrane (25). As the biological function of the TolC OMP is of great scientific interest, *tolC* deletion mutants of E. coli are often generated anew, elaborately and with varied techniques for every study and in different, often-undescribed genetic backgrounds (25, 27, 28). The E. coli TolC strain sequenced here has now been thoroughly characterized. It is closely related to the ancestral E. coli wild-type strain K-12 and publicly available and thus could be used as a standard tool in the future.

A strong growth inhibition of E. coli TolC occurred at 0.25 µg/ml (0.54 µM). At this concentration, growth of S. pneumoniae TIGR4 is inhibited in a similar way, indicating a bacteriostatic role of carolacton (24). The same concentration of carolacton caused cell death in biofilms of S. mutans (20). A carolacton epimer, C-9 (*R*) (*epi*-carolacton), lacked biological activity in all organisms tested so far (22, 24). Here, we showed that it was also inactive when testing growth of the highly carolacton-sensitive E. coli TolC strain. The complete loss of biological activity of this carolacton derivative, with a mere inversion of a single stereogenic center at C-9, indicates a specific interaction of carolacton with a cellular target. A target that is present not only in streptococci (24) but also in Gram-negative bacteria like *Aggregatibacter* (22) and E. coli, and thus might be conserved in the phyla *Firmicutes* and *Proteobacteria*.

The data demonstrate that carolacton can enter the Gram-negative cell but is a substrate of the tripartite multidrug efflux pump AcrAB-TolC, the main component of intrinsic antibiotic resistance in *Enterobacteriaceae*. Its clinical application would therefore require high concentrations, or could be combined with efflux pump inhibitors. Treatment of the E. coli MG1655 with 40 µg/ml of PAβN, specific for inhibition of the AcrAB-TolC and AcrEF-TolC efflux complexes (16), rendered the strain susceptible to carolacton in a similar way as the deletion of TolC. The effect of AcrEF for the export of carolacton can be neglected here, as its expression is very low and this exporter has a primary role in cell division (37); hence, deletion of *acrEF* does not change the antibiotic resistance phenotype of E. coli (11). Interestingly, lower concentrations of PAβN did not influence the sensitivity to carolacton at all, which is puzzling, because carolacton was provided at 0.25 µg/ml and inhibition by PAβN has been reported to be competitive (16).

The RNA-seq data for E. coli TolC indicated a strong regulatory response upon treatment with carolacton within the first 30 min, where growth is still unaffected, confirming the entry of carolacton into the cell and its likely immediate interaction with an intracellular target. 

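Of the transcripts past an FDR of 0.01 in edgeR's quasi-likelihood test, 535 were called at both 15 and 30 min, each with the same direction of change, 149 at 15 min only and 415 at 30 min only. The difference between these time points was tested itself, and the carolacton effect at 30 min differed from that at 15 min at 0 transcripts in the quasi-likelihood test (194 with an unadjusted p under 0.05) and at 1 in DESeq2's Wald test, the 10K-S protein (BTD92_00210, log2 difference 1.64), named after its value was seen. The paper takes this response within the first 30 min, at unaffected growth, as further evidence that carolacton enters the cell. Its MIC, complementation and efflux inhibitor experiments bear on entry too. The paper also proposes that carolacton likely interacts immediately with a target inside.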

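The transcripts with the largest changes were taken among those past an FDR of 0.01 in edgeR's quasi-likelihood test with at least 10 counts on average at the time point and the same direction in both replicates. At 30 min the highest were D-ribose pyranase (BTD92_04684, log2 FC 4.24, SE 0.74) and the ribose import ATP-binding protein RbsA (BTD92_04683, 3.98, SE 0.34, FDR = 6.55e-06), ahead of 2 putative proximal rod proteins of the flagellum and the sigma-F factor. The former passed with an FDR of 0.000834 and lost significance without control replicate II (0.0128), and its log2 FC was 2.63 and 4.97 without carolacton replicates I and II and 4.84 without control replicate I. RbsA had 168 and 96.1 CPM with carolacton, 7.17 and 9.50 CPM in the controls and 118 and 95.2 CPM before treatment. The lowest were rhamnulose-1-phosphate aldolase (BTD92_04522, −3.18), a phosphatidate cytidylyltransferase (BTD92_02377, −3.04) and the hypothetical proteins BTD92_02237 (−3.0), BTD92_02413 (−2.99) and BTD92_03703 (−2.91), with FDRs from 0.000630 to 0.00169. Each of these 5 lost significance without carolacton replicate I (FDR 0.0103 to 0.0241), BTD92_02377 and BTD92_02413 also without carolacton replicate II (0.0152 and 0.0105), BTD92_02377, BTD92_02413 and BTD92_02237 without control replicate I (0.0153, 0.0169 and 0.0115), and BTD92_03703 without control replicate II (0.0111) and in DESeq2's Wald test (0.0126). The log2 FC of BTD92_03703 was −2.19 and −4.20 without carolacton replicates I and II. Few counts lay behind BTD92_04522 (2 and 2 with carolacton, 14 and 23 in the controls), BTD92_02377 (3 and 2, 23 and 18) and BTD92_03703 (1 and 4, 16 and 22). Their pooled counts were 9.69-fold, 8.59-fold and 7.96-fold lower with carolacton. The 95% Clopper-Pearson intervals, for counting error only, were 3.48 to 37.4, 3.40 to 27.8 and 3.13 to 25.9. Among the transport transcripts of Data Set S2 the lowest was the poly-beta-1,2-N-acetyl-D-glucosamine export protein (BTD92_02779), at −2.63 (SE 0.31, FDR = 5.66e-05). At 15 min the highest after RbsA (3.89) were the 16 kDa heat shock protein A (BTD92_00017, 3.49), the ncRNA ROSE_2 (BTD92_00016, 3.42), GroES (3.38) and the suppressor of F exclusion of phage T7 (BTD92_04265, 3.14). The lowest at 15 min were the hypothetical protein BTD92_01786 (−2.58), the ncRNA RtT (BTD92_02571, −2.48), BTD92_02413 (−2.44), the hypothetical protein BTD92_04076 (−2.40) and the sulfate/thiosulfate import protein CysA (BTD92_01325, −2.37). The last 3 of these lost significance with some libraries left out, CysA whichever of the 4 was left out (FDR 0.0133 to 0.0427), BTD92_02413 without either carolacton replicate or control replicate I (0.0176 to 0.0942) and with the 4 libraries of this time point alone (0.0112), and BTD92_04076 without carolacton replicate I (0.0157) or control replicate II (0.0123). The log2 FC of CysA was −3.03 without carolacton replicate II, and that of BTD92_02413 was −3.05 without carolacton replicate I and −1.56 without control replicate I.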

The observed changes involved small regulatory RNAs, a sigma factor, chaperones, heat and cold shock proteins, flagellar components, and membrane transport proteins. 

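FliL and FliJ rested on few counts at 30 min. For FliL (BTD92_01821) 18 and 12 counts were found with carolacton and 0 and 2 in the controls, and the pooled counts were 14.3-fold higher with carolacton (95% Clopper-Pearson interval 3.63 to 124). For FliJ (BTD92_01823) the counts were 20 and 11 against 2 and 1, a ratio of 9.87 (interval 3.08 to 50.4). In edgeR's quasi-likelihood test the log2 FC of FliL was 3.66 (SE 0.62, FDR = 0.000692), a call that held with each library left out, and that of FliJ was 3.18 (SE 0.63, FDR = 0.00190). The log2 FC of FliL was 2.86 without control replicate I and 6.63 without control replicate II, the latter fitted against 0 counts. FliJ lost significance without carolacton replicate I (FDR = 0.0226), control replicate I (0.0103, with a log2 FC of 3.8) or control replicate II (0.0256). The 2 putative proximal rod proteins had larger count differences, with 53 and 36 against 3 and 4 counts for BTD92_02733 (12.1-fold, log2 FC 3.54) and 25 and 23 against 0 and 4 for BTD92_02732 (11.5-fold, log2 FC 3.43). The latter passed with an FDR of 0.00492 and lost it without either carolacton replicate (0.0213 and 0.0203) or control replicate I (0.0415). Its log2 FC was 2.58 without control replicate I and 7.31 without control replicate II, the latter again fitted against 0 counts. These intervals cover counting error only, not the difference between cultures. From 0 to 30 min FliL changed by a log2 FC of −2.78 in the controls and 0.88 with carolacton, and FliJ by −2.36 and 0.82.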

The sigma factor F (σ^28^ in E. coli) is needed for flagellar assembly and motility (38), in accordance with the upregulation of the flagellar components *fliL* (*btd92_01821*) or *fliJ* (*btd92_01823*). 

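Within replicate I, the log2 ratio of carolacton over control at 5 min had a median of 7.49 over the 7 StyR-44 members (range 6.69 to 9.26). Within replicate II it had a median of 1.04 (range 0.61 to 2.40). For this list the FDR adjusted over the list alone was 0.00378 for each member and all 7 passed 0.01, against 0 of 7 when adjusted over all 4697 transcripts. Since the study chose the list on these libraries, the first is not independent evidence. At later times the medians were 7.78 and 11.5 CPM with carolacton and 5.35 and 2.40 in the controls at 15 min, and 13.2 and 20.0 against 3.47 and 1.39 at 30 min. All 7 members were higher with carolacton in both replicates at 30 min, with a median log2 FC of 2.68. Whether they passed varied with the fit, with 0 called in edgeR's quasi-likelihood test on all 14 libraries (FDR 0.278 to 0.420) and in DESeq2's Wald test (0.219 to 0.445), and all 7 in the quasi-likelihood test on the 4 libraries of this time point (0.000150 to 0.00378) and in edgeR's exact test on them (9.14e-10 to 0.000470). At 15 min 3 were called in the exact test and 0 in the others. The fits on all 14 libraries take 1 spread per transcript from every group. Among these groups are 0 min and carolacton at 5 min, whose replicates lay far apart (medians of 301 and 4.29, and of 979 and 7.06 CPM). At 30 min the SE in the quasi-likelihood fit on 14 libraries was 1.58 to 2.51. The 0 calls of that fit are therefore no evidence against a rise at 30 min.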

Interestingly, all ncRNAs of the StyR-44 family were strongly upregulated already at the 5-min time point. Styr-44 ncRNAs are found in ribosomal operons located upstream of the 23S rRNA; their expression is dependent on the growth rate, but their specific function is unknown (39). As ncRNAs are known to act as global regulators of gene expression (40), their differential transcript abundance shows a fast and strong global regulatory response to carolacton. 

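Already at 15 min NmpC (BTD92_03329) had a log2 FC of 2.04 (FDR = 0.00383 in edgeR's quasi-likelihood test), and PhoE (BTD92_03746) one of 1.76, which did not pass (FDR = 0.0465). Before treatment NmpC stood at 18.5 and 13.4 CPM and PhoE at 122 and 63.5 CPM. From 0 to 30 min NmpC changed by a log2 FC of −1.30 in the controls (FDR = 0.0362) and of 1.69 with carolacton (FDR = 0.0287), and PhoE by −0.52 (FDR = 0.509) and 2.59 (FDR = 0.0333).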

Carolacton treatment also caused upregulation of the outer membrane pore proteins NmpC (log_2_ FC, 2.72) and PhoE (log_2_ FC, 2.85), both of which play a role under heat shock and phosphorus starvation conditions, respectively (41, 42). The transcriptome data showed that the molecular target of carolacton may be located within a central metabolic pathway in the cell, and inhibition of this target induces multiple metabolic and transcriptional adaptations.

In conclusion, we found that carolacton efficiently penetrates the Gram-negative cell envelope, and low micromolar concentrations are sufficient for growth inhibition of E. coli, unless it is exported by the tripartite AcrAB-TolC efflux system. Carolacton might potentially be used against Gram-negative bacteria in combination with EPIs.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

E. coli strains used for growth experiments (Table 4) were routinely grown under aerobic conditions in Luria-Bertani (LB) broth overnight (o/n) at 37°C (200 rpm). The cultures were then used to inoculate fresh LB medium to an OD_600_ of 0.05, which was determined photospectrometrically (Ultrospec 3100 Pro; Amersham Biosciences, Inc.). Cultures with an OD_600_ of >0.5 were diluted in LB broth to below 0.5 in order to maintain the linearity between the measured absorbance and cell density and to achieve the most exact results. The initial culture was then split into equal volumes and supplemented with carolacton, 9(*R*) *epi*-carolacton, or PAβN, or maintained as untreated controls. For cryo-conservation, E. coli was grown in LB o/n, mixed with an equal volume of 50% (vol/vol) glycerol in cryovials, and frozen at −80°C.

**TABLE 4:** E. coli strains and plasmids used in this study

Strain or plasmid	Relevant genotype or description	Reference or source
Strains		
DH5α	Cloning strain	Stratagene
K-12 MG1655	F^−^ λ^−^ Δ*ilvG rfb-50 rph-1*	DSM 18039
TolC	F^+^ λ^+^ Δ*ilvG rfb-50 ropS* (33Am) Δ*tolC*	Laboratory collection, DSM 104619
TolC/pIB166-*tolC*	TolC strain containing pIB166-*tolC* for complementation of strain TolC, Cm^r^	This work
Plasmids		
pIB166	Cm^r^	69
pIB166-*tolC*	Removal of P_23_ and integration of *tolC* under control of its native promoter (P_tolC_-*tolC*), Cm^r^	This work

### Storage of carolacton, *epi*-carolacton, and PAβN.

Carolacton and its derivative 9(*R*)-carolacton were dissolved in methanol or DMSO to a final concentration of 5.3 mM (250 µg/ml) or 2 mM (94.3 µg/ml), respectively, and stored in small aliquots in amber glass vials at −20°C in the dark. PAβN (25 mg/ml in H_2_O) was stored at −20°C and used at final concentrations between 5 and 40 µg/ml, as indicated.

### Complementation of E. coli TolC.

Chemo-competent cells of E. coli were prepared according to the TSS method described by Chung et al. (43). pIB166 was PCR amplified with Phusion polymerase (NEB) using primers (pIB166_fwd and pIB166_rev), thereby eliminating P_23_ (Table 5). Genomic DNA of E. coli K-12 MG1655 served as a template for PCR amplification of the *tolC* locus (*b3035*), using primers (tolC_fwd and tolC_rev), additionally introducing flanks homologous to the linearized vector sequence. PCR products were purified with a PCR purification kit (Qiagen, Germany). The PCR-amplified *tolC* gene was cloned into pIB166 by using the CloneEZ kit (Genescript), and the reaction mix was transformed into E. coli DH5α. Obtained plasmids were verified by sequencing and subsequently transformed into E. coli TolC. E. coli transformed with pIB166 or its derivatives were grown on LB agar plates or in liquid LB broth containing 20 µg/ml chloramphenicol.

**TABLE 5:** Overview of oligonucleotides used

Primer	Sequence (5′–3′)	Purpose	Reference
pIB166_fwd	AATTCTAGAGCTCGAGATCTATCGATAAGC	Linearization of pIB166	This work
pIB166_fwd	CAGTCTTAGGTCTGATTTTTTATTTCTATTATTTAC		
tolC_fwd	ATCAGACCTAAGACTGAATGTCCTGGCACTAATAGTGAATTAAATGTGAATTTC	Cloning of *tolC* (*b3035*) of E. coli K-12 MG1655	This work
tolC_rev	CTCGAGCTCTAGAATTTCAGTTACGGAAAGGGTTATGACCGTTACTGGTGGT		

### Determination of MIC values.

MIC values of selected antibiotics and of carolacton against E. coli and E. coli K-12 MG1655 were determined by 2-fold serial microdilution in LB broth with incubation at 37°C for 20 h, as described previously (44). Antibiotics were tested in the following dilution ranges: ampicillin (32 to 0.25 µg/ml), carolacton (8 to 0.03 µg/ml), cephalotin (32 to 0.25 µg/ml), cefotaxime (1 to 0.078 µg/ml), cerulenin (32 to 0.25 µg/ml), ciprofloxacin (0.25 to 0.0019 µg/ml), chloramphenicol (64 to 0.5 µg/ml), corallopyronin A (32 to 0.25 µg/ml), erythromycin (64 to 0.5 µg/ml), gentamicin (32 to 0.25 µg/ml), kanamycin (8 to 0.03 µg/ml), novobiocin (16 to 0.125 µg/ml), penicillin G (32 to 0.25 µg/ml), phosphomycin (32 to 0.25 µg/ml), rifampin (32 to 0.25 µg/ml), sorangicin (32 to 0.25 µg/ml), sulfamethoxazole (256 to 2 µg/ml), triclosan (1 to 0.078 µg/ml), trimethoprim (2 to 0.015 µg/ml), and vancomycin (256 to 2 µg/ml), if not indicated otherwise. Corallopyronin A and sorangicin were kindly provided by Rolf Jansen (HZI, Braunschweig). Antibiotics were purchased from Sigma-Aldrich (Steinheim, Germany) or Carl Roth GmbH (Karlsruhe, Germany). MICs were the lowest concentrations that did not yield visible bacterial growth. The cell count of the initial inoculum was 5 × 10^5^ CFU/ml, which was confirmed by plating of serial cell dilutions and counting of CFU. MICs were confirmed in at least two independent experiments.

### Growth kinetics.

The maximal specific growth rate (µ_max_, per hour) and doubling time (*t*_D_, in minutes) of bacteria were determined from semilogarithmically transformed growth curves (Fig. 8) according to methods described previously (45).

**FIG 8:**
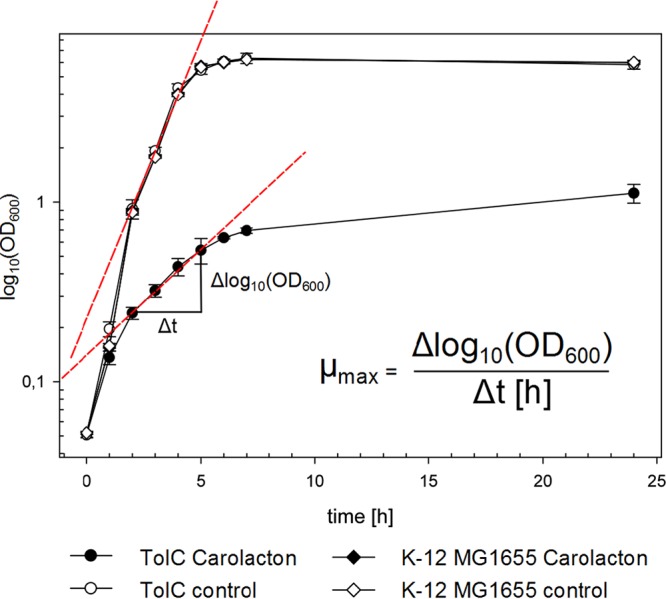
Example of the determination of the maximal specific growth rates of E. coli strains. The maximal specific growth rate (μ_max_, per hour) was calculated from semilogarithmically transformed growth curves according to methods described previously (45).

### Extraction of genomic DNA and PacBio/Illumina sequencing.

Genomic DNA of E. coli TolC was extracted by gravity flow using the Genomic-tip 20/G kit (Qiagen, Germany). Purified genomic DNA of E. coli TolC was processed for PacBio SMRT sequencing and Illumina MiSeq paired-end sequencing (2 × 250 bp) with a target genome coverage of 150-fold. DNA libraries for MiSeq sequencing of the genome of E. coli TolC were prepared with the NEBNext Ultra DNA library prep kit for Illumina sequencing (New England Biolabs, Ipswich, MA). Quality controls of NEBNext Ultra DNA libraries were conducted by fluorometric quantitation using the Qubit 3.0 fluorometer (Thermo, Fisher Scientific, Germany). For PacBio SMRT sequencing, a PacBio SMRTbell library was constructed according to the manufacturer’s instructions and the library was sequenced on the PacBio RSII platform. *De novo* genome assemblies were built with PacBio’s SMRT Portal (v.2.3.0) by utilizing the Hierarchical Genome Assembly Process 3 (HGAP3) (46). The genome was error corrected against indel errors by a mapping of Illumina reads onto finished genomes, using BWA (47) with subsequent variant and consensus calling using VarScan (48); automated sequence annotation was performed with Prokka (v.1.8) (49).

### RNA isolation.

Overnight cultures of E. coli TolC (OD_600_, ~5) were diluted 1:200 in LB broth and grown to an OD_600_ of 0.1. The culture was subsequently divided into equal parts: one part was treated with 0.25 µg/ml carolacton, and the other part was treated with an equal volume of solvent (methanol). Cells were sampled before treatment and at 5, 15, and 30 min post-addition of carolacton. The samples were transferred to an equal volume of RNAProtect (Qiagen, Germany) and incubated for 5 min at room temperature. Cells were pelleted (13,000 rpm, 2 min), the supernatant was removed, and the pellet was frozen at −80°C. For RNA extraction, the pellets were washed with 0.5 ml nuclease-free water and centrifuged (13,000 rpm, 2 min). RNA extraction was carried out using the miRNeasy minikit (Qiagen, Germany) according to the manufacturer’s instructions for purification of total RNA. The removal of genomic DNA was carried out by the optional on-column DNase I digestion using the DNase I kit (Qiagen, Germany) for 45 min. After the washing steps, the RNA was eluted in 50 µl of nuclease-free water supplied with the kit. To test the integrity of the isolated total RNA and the enriched mRNA, samples were analyzed using the Agilent 2100 Bioanalyzer and the RNA 6000 Pico kit (Agilent, Germany).

### Enrichment of mRNA and RNA sequencing.

mRNA enrichment was achieved by using the RiboZero kit for Gram-negative bacteria (epicenter; Illumina) for 2 µg of total RNA as described by the manufacturer. Successful removal of rRNA was verified using an Agilent 2100 Bioanalyzer (Agilent, Germany). Direct strand-specific RNA sequencing was performed using the Illumina HiSeq 2500 platform (Illumina) according to the ScriptSeq v.2 protocol for RNA-seq library construction (Agilent, Germany). After quality control and clipping of adapter sequences (primers and bar codes), mapping of reads and data analysis was conducted using the Rockhopper software (v.2.0.3) (50).

### RNA-seq data analysis.

Trimming of Illumina sequencing adapter sequences of obtained reads was achieved using fastq-mcf (51). Reads were mapped to the E. coli TolC genome (CP018801.1), and the read counts per feature were determined with Rockhopper (v.2.0.3) (50, 52). For analysis of differential abundance of transcripts, the raw read counts obtained with Rockhopper (53) were used, and changes in transcript abundance levels were calculated with the Bioconductor edgeR package (v.3.1) for R (v.3.10.0) (54, 55). False-discovery rate (FDR)-adjusted *P* values were calculated according to methods described previously (56). FDR values of <0.01 were considered significant. Heat maps were generated for genes that showed a log_2_ FC of ≥±2 for at least one time point (FDR, ≤0.01), log_2_ FC values of transcript abundance obtained with edgeR were used as input for the heatmap.2 function of the R package gplots (v.2.15.0) (57).

### Whole-genome-based phylogenomic analyses.

To elucidate the phylogenetic positioning of strain TolC, and given its high sequence similarity to strain E. coli K-12 MG1655, a member of phylogroup A (58), a corresponding reference data set was defined. The latter included all 32 members of phylogroup A, according to methods described previously (58), and was further complemented by four recently genome-sequenced strains that had been found to be highly similar to TolC (accession numbers NZ_CP011495, NZ_CP014225, NZ_CP014348, and NZ_CP016018). Two whole-genome-based phylogenomic analyses were conducted using the genome BLAST distance phylogeny approach (59) in its latest version (29). The first analysis was based on the nucleotide data restricted to genes, whereas the second one used protein data only. Coding regions were determined via Prodigal under default settings (60). All pairwise intergenomic distances were calculated with GBDP under established settings (58), i.e., using the trimming algorithm, distance formula d_5_, and an E value cutoff of 10^−8^. A total of 100 pseudobootstrap replicates were calculated per distance and later used for the inference of branch support values (61). Phylogenetic trees were inferred from the original and pseudobootstrapped distance matrices by using FastME 2.1.4 (62) under the SPR branch-swapping option and rooted using the midpoint method (63).

Software GBDP-based *in silico* DNA-DNA hybridization was achieved with the online version of the Genome-to-Genome Distance Calculator (GGDC v.2.1; http://ggdc.dsmz.de) (29), using the output of formula 2 (i.e., robust against the use of incomplete genome sequences), as recommended by the software creators. Whole-genome comparisons between E. coli strains were conducted with the BLAST Ring Image Generator (v.0.95) (64) and Easyfig (v.2.2.2) (65), both of which utilize BLAST+ (v.2.5.0) (66).

### Accession number(s).

The genome sequences of E. coli TolC were deposited in NCBI’s GenBank (67) under accession number CP018801.1. Raw and processed RNA-seq data were deposited in NCBI’s Gene Expression Omnibus (GEO) database (68) and are accessible through GEO Series accession number GSE93125.

How the deposited data were processed for this re-analysis (not part of the article)

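The deposited table held raw read counts per transcript of E. coli TolC, 4708 transcripts by locus tag, in 14 libraries from 7 groups: cultures before treatment (0 min), and carolacton-treated and control cultures at 5, 15 and 30 min, with 2 replicates each. The authors made these counts from strand-specific, rRNA-depleted libraries by clipping the reads, mapping them to the E. coli TolC genome and counting them with Rockhopper (v.2.0.3), and the counts were not normalized. All values in the table were whole numbers, and all 14 columns were used. Columns were matched to groups by time point and treatment. The table numbers replicates I and II, the sample labels letter them A and B, and the table's numbers are used here. The highest locus tag number was 4730, and 22 numbers up to it had no entry in the table. The E. coli TolC genome and its coordinates were not used here, and no read was mapped again.

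Differential abundance was tested in R (v.4.3.3) with the quasi-likelihood test of edgeR (v.4.0.16), glmQLFit and glmQLFTest, with TMM normalization, in a fit of all 14 libraries with a mean for each of the 7 groups. The 11 transcripts with 0 counts in every library were left out, and no other filter was applied to the 4697 tested. The p-values were two-sided and adjusted by the Benjamini-Hochberg method over all transcripts tested, and transcripts with an FDR below 0.01 were called. Comparisons were carolacton against control at each time point, each of these groups against 0 min, and the carolacton effect at 30 min minus that at 5 min or at 15 min. The comparisons of carolacton-treated cultures against 0 min were added after the data were seen. For several transcripts with few counts, the ratio of the pooled counts was given with its 95% Clopper-Pearson interval, scaled by effective library size.

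Sets of transcripts were formed from words in the product names and tested at 30 min with camera (preset correlation 0.01) and fry of limma (v.3.58.1), two-sided, with the FDR taken over the 5 sets tested. They were tested among the 1994 transcripts whose products are listed in the part of Data Set S1 used here, which follows the order of the locus tags and not the outcome, instead of among all transcripts as first planned. A set needed at least 3 members, so the cold shock and methionine biosynthesis sets were not tested. Sets defined by position, the phage lambda and F plasmid genes, were not analysed here.

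Transcripts were named by a rule: those the paper's text names; at 15 and 30 min the 5 with the highest and the 5 with the lowest log2 FC among called transcripts with at least 10 counts on average at the time point and the same direction in both replicates; and the highest and lowest member of each class of Fig. 3A and of each set, with the acriflavine resistance genes. Values of Data Set S1, in part, and of Data Set S2 had been seen when this rule was written. Any other transcript named was chosen after its values were seen, and the text says so there. The comparisons, the sets of product words, the naming rule and the alternatives were chosen before the data were examined, except where the text says otherwise.

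The alternatives were DESeq2's size factors in the edgeR fit, library size alone, edgeR's filterByExpr (minimum count 10), DESeq2's Wald test (v.1.42.0), edgeR's exact test on the 4 libraries of a comparison, the quasi-likelihood test on these 4 libraries (8 for a difference between time points), a replicate block, the StyR-44 ncRNAs left out, and each library of a comparison left out in turn. A robust fit of the dispersion was added after the data were seen. The alternative meant to leave out rRNA was limited to StyR-44, as the product names used here list no rRNA. The exact test was not run for differences between time points, which it does not cover, and neither it nor DESeq2's Wald test was run for the sets.

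Depth ran from 1088639 to 5356356 counts per library. Between the replicates of a group, counts varied more than counting error alone gives, with a chi-square per degree of freedom of 18.0 to 42.8. The procedure was tested on simulated data with the depths of these libraries and 200 changed transcripts per time point. The changed transcripts were drawn from those with at least 20 counts on average, so the shares below do not cover transcripts with fewer counts. The quasi-likelihood test called 61.5% of these at 5 min, 62.5% at 15 min and 68.5% at 30 min, and 92.3%, 96.2% and 95.3% of those changed by a log2 FC of 2. Of those changed by a log2 FC of 1 it called only 28.1%, 26.0% and 38.3%, so most simulated changes of that size were missed. It made 1, 1 and 5 false calls and gave 0 calls the wrong sign. Simulated sets of 8 and 25 members shifted by a log2 FC of 1 were called in 20 of 20 simulations by both camera and fry, and sets that were not shifted in 0 of 20. Transcripts were simulated independently of each other, and set members also had at least 20 counts on average. These simulations therefore cannot tell how the set tests fare where transcripts are correlated or have few counts, as in the flagellar set.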

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

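The comparisons of the controls with 0 min, the difference between 5 and 30 min and their alternatives had been planned, as had the tests of scaling, of the most counted transcripts, of the depth of the libraries at 0 and 30 min and of both explanations of the fewer calls at 5 min; the comparisons of carolacton-treated cultures with 0 min, all tests of the StyR-44 counts, both tests of exchanged labels and that of the level before treatment were chosen only after the result was seen.

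The StyR-44 ncRNAs stood out in a library taken before treatment, a sample on which the paper does not report. Replicate I at 0 min had a median of 301 CPM over the 7 members and replicate II 4.29 CPM, a median log2 ratio of 6.13. If the labels hold, carolacton in the culture cannot have raised the counts of that library. At 5 min the high counts were in carolacton replicate I. Low depth of that library is argued against, as fewer reads cannot give more counts, and the StyR-44 counts summed to 7315 in replicate I and to 245 in the deeper replicate II.

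Several explanations of the StyR-44 counts stay open. A rise with carolacton in both cultures at 5 min cannot be told apart from a difference between single libraries, as the median log2 ratio of carolacton over control was 1.04 in replicate II and 7.49 in replicate I, while the replicates differed by a log2 ratio of 6.13 before treatment. StyR-44 lies in the ribosomal operons, and the median difference of replicate I minus II over the 4 tRNAs listed beside members was −0.922 CPM, against 972 CPM for StyR-44. The level of a processed tRNA need not follow the transcription of its operon, so more transcription of the operons cannot be told apart from other sources by these values. rRNA left after depletion cannot be told apart either, as the genes of rRNA were not analysed here and 22 locus tag numbers had no entry in the table. For a label swapped with a library taken at 0 min, carolacton replicate I at 5 min lay at 0.375 on a scale from 0 (0 min) to 1 (control at 5 min) over 195 transcripts, and replicate II at 0.521; with 1 library on each side this cannot be told apart from a difference between cultures. A difference of the whole library shared with replicate I at 0 min cannot be told apart either, as the replicate differences of these groups correlated across the other transcripts with an r of 0.35, which ranked 9 among 21 pairs of groups (highest 0.49; transcripts are not independent replicates), but most other pairs correlated too. The paper names the miRNeasy minikit for RNA extraction and the labels of all 14 samples the RNeasy Mini kit, and an effect of the kit on the StyR-44 counts was not tested. How reads shared between the members were counted was not tested, nor was any biological explanation of a difference between replicates.

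Over time, the controls changed far more than the carolacton-treated cultures, in comparisons that the paper does not report. Against 0 min, 1072 transcripts passed an FDR of 0.01 in the controls at 15 min and 1266 at 30 min (edgeR's quasi-likelihood test), and 0 at 5 min, where 642 had an unadjusted p under 0.05, DESeq2's Wald test called 33 and edgeR's exact test 44. In the carolacton-treated cultures 2 passed at 5 min, 11 at 15 min and 53 at 30 min. With the replicate block these numbers were 8, 75 and 208, against 19, 1432 and 1601 in the controls. The 2 at 5 min were cspA (BTD92_00158, log2 FC −2.39) and BTD92_00159 (−2.29), both with an FDR of 0.00105 and named after their values were seen. Leaving out replicate I or II at 0 min, or replicate I or II of the group compared, gave, in this order, 489, 471, 480 and 731 for the controls at 15 min, 662, 598, 619 and 914 for those at 30 min, and 0, 2, 0 and 0, 5, 5, 4 and 5, and 8, 5, 6 and 16 for carolacton at 5, 15 and 30 min. In the controls at 30 min, 567 of the 1266 transcripts were higher than at 0 min, or 44.8%, and 69.5% under library size alone, which shifted the median log2 FC of all transcripts from 0.11 to 0.40.

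Scaling, abundant transcripts and depth are argued against as the whole cause of this contrast. The lower ratio of the calls at 30 min, control over carolacton, was 26.9 under DESeq2's size factors and library size alone. The size of the contrast depended on the test and the fit. It was 1254 against 177 calls in DESeq2's Wald test and 1423 against 190 in edgeR's exact test. With the replicate block it was 1601 against 208. The ratio was 27 without the 20 most counted transcripts (1269 against 47 calls), which held 34.8% of the counts, and 24.5 with the 6 libraries thinned to a total of 3408116 (1226 against 50 calls). An exchange of the carolacton and control labels at 15 and 30 min but not at 5 min would turn the log2 FC around, but across 3681 transcripts the log2 FC at 5 min correlated positively with those at 15 min (r = 0.54, rho = 0.55) and 30 min (r = 0.51, rho = 0.50), which share no library; transcripts are not independent replicates. An exchange at all 3 time points cannot be told apart from the labels as given, since the correlation of 1.00 with the log2 FC of Data Set S2A at 30 min shows only that the labels were used alike.

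A candidate explanation is that carolacton kept transcripts near their level before treatment while the controls moved away from it. Of the 950 transcripts past the FDR between carolacton and control at 30 min, 824 (86.7%) lay nearer their 0 min level with carolacton. In 20 simulations without any change between groups, which share the 0 min libraries in the same way, the share among the 950 transcripts with the lowest p was 50.9% on average (46.1% to 55.1%). In the data it was 86.9% with DESeq2's size factors and 89.2% with library size alone. Transcripts higher with carolacton than in the controls had a median log2 FC against 0 min of −1.21 in the controls and −0.01 with carolacton, and those lower with carolacton had 1.29 and 0.00. The share nearer 0 min largely restates the contrast of calls that prompted it. Simulations without any change therefore do not test the explanation, which remains a hypothesis found on the same libraries. The exchange of labels at all time points leaves open which cultures stayed near the 0 min level.

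The carolacton effect differed between 5 and 30 min by a test of the difference itself, with 79 transcripts past an FDR of 0.01 in edgeR's quasi-likelihood test. With each of the 8 libraries left out in turn this count was 14 to 47, lower in each case, with 47 and 16 without carolacton replicates I and II at 5 min, 40 and 23 without the controls at 5 min, 14 and 47 without the carolacton replicates at 30 min, and 17 and 29 without the controls at 30 min. The low depth of carolacton replicate I at 5 min is argued against as the cause of the fewer calls at that time, since 819 transcripts were called at 30 min with carolacton replicate I of that time point thinned to the same total. That library standing apart from its replicate is argued against as the whole cause, since 0 transcripts were called at 5 min without it, while 354 were called at 15 min without carolacton replicate I of that time point, a fit with as few libraries. A response that grows with the time of exposure is the biological explanation that the design gives, and it may account for the difference, but only as a hypothesis, since time in culture and the change of the controls over time go with it.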

How the results depend on the processing

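The robust fit and all comparisons of carolacton-treated cultures against 0 min were chosen only after the data were seen; the other alternatives were set beforehand. The number of calls at 30 min, the number past a log2 FC of 2, both lists over the time course, the shares past a log2 FC of 0.8, and the calls of the controls at 15 and 30 min against 0 min stayed within 1.5 times of their value under each alternative that left out no library of the groups compared. Leaving out a library moved several of them, as given further below. Where a value moved, the cause was not tested.

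For carolacton against control at 5 min the count of 0 became 2 in DESeq2's Wald test and 9 in edgeR's exact test, and at 15 min the count of 684 became 437 with the 4 libraries alone. For control at 5 min against 0 min the count of 0 became 6 under library size alone, 33 in DESeq2's Wald test, 1 (cspA) with the StyR-44 ncRNAs left out, 6 in the robust fit, 2 (BTD92_04111 and BTD92_02063) with the 4 libraries alone and 44 in the exact test. For carolacton against 0 min, DESeq2's Wald test gave 9 at 5 min, 80 at 15 min and 177 at 30 min, the exact test 17, 74 and 190, and the 4 libraries alone 4 at 5 min (cspA, BTD92_00159, BTD92_00987 and BTD92_01322) and 4 at 15 min (cspA, BTD92_00159, BTD92_02644 and BTD92_01370). These transcripts were named after their values were seen. For the effect at 30 min minus that at 5 min, the count of 79 became 45 under library size alone, 208 in DESeq2's Wald test and 39 with the 8 libraries alone, and for 30 min minus 15 min the count of 0 became 1 in DESeq2's Wald test. The median log2 FC of StyR-44 at 5 min was 6.96 in the exact test, the only setting in which the members were called at that time. At 30 min all 7 were called with the 4 libraries alone and in the exact test, and 0 in the other settings.

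The fit with a replicate block gave 1 call (BTD92_01385) for carolacton against control at 5 min, 1039 at 15 min and 1345 at 30 min. It gave 19 for control at 5 min against 0 min, and 8, 75 and 208 for carolacton at 5, 15 and 30 min against 0 min. For the effect at 30 min minus that at 5 min it gave 202 (163 higher and 39 lower), and for 30 min minus 15 min 1 (BTD92_00210). The heat shock and chaperone set had a median log2 FC of 1.11 with a camera FDR of 0.0106, which did not pass 0.01. In this fit the controls at 30 min against 0 min had 1601 calls. Replicates of the same number deviated from their group means with correlations across transcripts of −0.14 to 0.49, over 0.1 in 18 of 21 pairs of groups and not in all, and of 0.28 to 0.44 between carolacton and control of the same time point. The paper states that the culture was divided into a treated and a control part, but neither the paper nor the labels say that a number marks such a culture, so the block was kept as an alternative and pairing by number stays open.

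For the sets at 30 min, fry put the chemotaxis set past an FDR of 0.01 (median log2 FC −0.14, FDR = 0.000536) where camera did not (0.243). The median of the purine biosynthesis set reversed from −0.03 to 0.0086 with the 4 libraries alone, 0.16 without carolacton replicate I and 0.21 without control replicate II, and that of the ribosomal protein set from −0.24 to 0.094 without control replicate II. With the 4 libraries alone, fry no longer passed for the flagellar (FDR = 0.0725), chemotaxis (0.0725) and heat shock and chaperone sets (0.0548), while camera still did for the flagellar and the heat shock and chaperone sets (0.000365 and 0.00193). Without control replicate I neither camera (0.0124) nor fry (0.0128) passed for the heat shock and chaperone set.

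With a library left out, its group keeps 1 library, which is assumed to vary like the other groups. The calls for carolacton against control were then 259 to 402 at 15 min, 393 to 583 at 30 min and 0 at 5 min in each case, with 84 to 132 past a log2 FC of 2 at 30 min, and 111 to 151 and 35 to 60 in the lists over the time course. The share past a log2 FC of 0.8 with the FDR was 8.37 to 12.4%. Against 0 min the calls were 471 to 731 and 598 to 914 for the controls at 15 and 30 min, 0 in each case for the controls at 5 min, and 0 to 2, 4 to 5 and 5 to 16 for carolacton at 5, 15 and 30 min. For the effect at 30 min minus that at 5 min they were 14 to 47, and for 30 min minus 15 min 0 in each case. The StyR-44 median was 0.58 to 7.98. The set medians were 0.95 to 1.89 (flagellar), 1.05 to 1.14 (heat shock and chaperone), −0.51 to −0.15 (chemotaxis), −0.38 to 0.09 (ribosomal protein) and −0.22 to 0.21 (purine biosynthesis). Fewer libraries lower the power of each test by construction.

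Of the named transcripts other than the 7 StyR-44 ncRNAs, whose calls at 5 min are given above, 34 results were called, and over the alternatives that kept all libraries of their groups 299 of 306 values kept direction and call and 7 kept the direction only. With a library left out 86 of 136 kept both and 50 the direction only. Of the 10 of these results that were not called, BTD92_00461 reversed, from −0.21 to 0.86 without control replicate II at 30 min, with −0.76 without control replicate I as the lowest value. Their call changed in 6 of 88 values with all libraries and 1 of 40 with a library left out, which passed the FDR in the same direction. These were S19 (BTD92_00406, −0.95) under library size alone (−1.18), filterByExpr, DESeq2's Wald test, the replicate block, the robust fit and without control replicate I (−1.29), and MetC (BTD92_00723) with the replicate block. Depth limits the transcripts with few counts most, among them RhmR, FliL, FliJ and 16 of 27 flagellar transcripts with fewer than 10 counts on average. The alternative without rRNA and the tests of the sets defined by position were not run, as neither was analysed here.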

Differences from the paper's values

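Only the tally against Data Sets S1 and S2 and the robust fit were chosen after the results were seen.

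At 30 min, the paper counts 71 transcripts with a log2 FC of at least 2 in either direction, and 120 were found here with an FDR below 0.01. The groups are unlike, as the paper ties its number to open reading frames and to Data Set S2, which lists 71 protein-coding transcripts over the whole time course, 61 of them past a log2 FC of 2 at 30 min in the paper's own values, while the number here counts transcripts of every type at 30 min. Among the alternatives set before the data were examined, the number came within 1.5 times of the paper's without carolacton replicate I (86) and without control replicate I (84), and in no other, with 111 in DESeq2's Wald test, 136 under library size alone and 134 in edgeR's exact test. The paper gives its number as 1.6% of all open reading frames, and that here was 2.55% of the 4697 transcripts tested, ncRNAs and tRNAs among them. The share came within 1.5 times in DESeq2's Wald test (2.36%), without either carolacton replicate (1.83% and 2.28%) and without control replicate I (1.79%), and in no other of these alternatives. At a log2 FC of 0.8 the paper gives about 29% of all genes, without naming an FDR, and 18.6% was found here with the FDR. With the FDR, the value fell within 1.5 times of the paper's under library size alone (21.0%), with filterByExpr (20.4%), in edgeR's exact test (22.0%) and with the replicate block (23.4%), and in no other of these alternatives. On the fold change alone it was 34.7%, which does not differ by that measure.

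For the 7 StyR-44 ncRNAs at 5 min, the highest FDR in the paper's Data Set S2 is 0.00306, and it was 0.324 here. It was over 1.5 times the paper's in every one of these alternatives in which the members were tested, although edgeR's exact test called all 7 (highest FDR 0.00812). The paper's text puts all 7 members past a log2 FC of 6.5, but its Data Set S2 lists 3 of them below that, at 5.97, 6.13 and 6.05, and the lowest here was 6.03. For BTD92_02237 at 5 min the paper's FDR is 0.00472 and that here 0.324, and no alternative called it (exact test 0.0150, DESeq2's Wald test 0.149).

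The paper states that RhmR was downregulated. Here its log2 FC at 30 min was −2.70 with an FDR of 0.0389, and no setting called it. The paper states that carolacton triggers global changes of the transcriptome after 5 min. Here 0 transcripts were called at that time by edgeR's quasi-likelihood test (412 at an unadjusted p under 0.05), 2 by DESeq2's Wald test and 9 by edgeR's exact test. The paper's own values put 3 of the 1994 transcripts used here from Data Set S1, and 8 of those of Data Set S2, past an FDR of 0.01 at 5 min.

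Of the 534 transcripts that the paper calls at 30 min among the 1994 from Data Set S1, 315 were called here, and of the 378 at 15 min 221. Under library size alone these were 425 and 297, and in the exact test 330 and 247, with 3 of 3 at 5 min. With the replicate block they were 411 and 303. Of the 71 protein-coding transcripts of Data Set S2 the paper calls 63 at 30 min, each with the same sign here, and 46 were called here and 51 in the exact test. Of its 15 ncRNAs the paper calls 13 at 30 min, of which 5 were called here and 12 both in the exact test and with the 4 libraries alone.

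At 15 and 30 min the log2 FC themselves lay closest to the paper's under library size alone, among the settings that kept all libraries. Over the 1994 transcripts from Data Set S1, the median absolute difference from the paper's log2 FC was 0.02 at 30 min and 0.02 at 15 min under library size alone, and 0.26 and 0.22 with TMM. At 5 min it was 0.03 to 0.05 over these settings, and lowest with filterByExpr. Under library size alone sigma-F had a log2 FC of 2.89 (the paper's 2.88), NmpC one of 2.75 (the paper's 2.72) and PhoE one of 2.87 (the paper's 2.85). The paper does not name its scaling, so this is only the setting under which the values fall nearest to the paper's.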

Other observations

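The set tests in this part had been planned, but how to read them was chosen only after the result was seen, and no other test was run.

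Set tests at 30 min were also run for classes that the paper does not discuss, to ask whether carolacton shifted a class as a whole against the other transcripts. For the 11 chemotaxis transcripts the median log2 FC was −0.14, with a camera FDR of 0.243 and a fry FDR of 0.000536, both downward, so a shift cannot be told apart from none by these tests. Its highest and lowest members were CheY (BTD92_01879, 0.32, FDR = 0.290) and the aspartate chemoreceptor protein (BTD92_01875, −1.67, FDR = 0.0292). Singly, 0 of the 11 were called higher and 1 lower. This was the aerotaxis receptor (BTD92_00656, −1.22, FDR = 0.000136), named after its values were seen. For the 39 ribosomal protein transcripts the median was −0.24 (camera FDR = 0.473, fry FDR = 0.596), and it was −0.49 under library size alone. Singly, 3 of them were called higher and 1 lower, and 0 higher and 6 lower under library size alone, so their direction rested on the scaling. For the 8 purine biosynthesis transcripts the median was −0.03 and the mean 0.05, which differ in sign (camera FDR = 0.832, fry FDR = 0.596). A shift of the ribosomal protein and purine biosynthesis sets cannot be told apart from none either, as single libraries turned the sign of both medians.

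The members named by the rule went both ways. The 30S ribosomal protein S21 (BTD92_00663) had a log2 FC of 1.0 (FDR = 0.00259) and S19 (BTD92_00406) one of −0.95 (FDR = 0.0104). S19 was called under library size alone (FDR = 0.00249), with filterByExpr (0.00948), in DESeq2's Wald test (0.00234), in the robust fit added after the data were seen (0.00977) and without control replicate I (0.00288). S21 was not called under library size alone (FDR = 0.0162), without carolacton replicate II (0.0314) or without control replicate II (0.0367). In purine biosynthesis, BTD92_01270 had 0.88 (FDR = 0.00520) and BTD92_01181 −0.96 (FDR = 0.00509). BTD92_01181 was not called whichever of the 4 libraries was left out, and BTD92_01270 was called only without control replicate I (FDR = 0.00580) among these 4 fits, and neither under library size alone (0.0272) nor with the 4 libraries alone (0.0150). In methionine biosynthesis, where only 2 products were listed, MetC (BTD92_00723) had 0.57 (FDR = 0.0414) and S-adenosylmethionine synthase (BTD92_00790) −0.52 (FDR = 0.0866).

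The acriflavine resistance genes are given as a description of their level only. Their product names do not tell which pump each belongs to. Product names were at hand for 2060 transcripts only, so the genes of AcrAB may not be among those listed. The pump gene BTD92_01277 had 99.7 and 115 CPM with carolacton at 30 min and 69.9 and 89.9 in the controls (log2 FC 0.43, FDR = 0.167), BTD92_00460 had 10.9 and 10.4 against 32.2 and 22.2 CPM (−1.34, FDR = 0.00150), and BTD92_00461 had 1.53 and 1.96 against 0.925 and 2.97 CPM (−0.21, FDR = 0.823). BTD92_00460 was not called without carolacton replicate I (FDR = 0.0133), carolacton replicate II (0.0141) or control replicate I (0.0207). The tolC fragment BTD92_00698 had 101 and 108 against 60.4 and 83.5 CPM (0.54, FDR = 0.0652), and the fragment BTD92_00696 had 8 and 5 counts against 15 and 17 (−1.35, FDR = 0.0333). No explanation of these values was tested.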
